# Reorganization of 3D genome architecture across wild boar and Bama pig adipose tissues

**DOI:** 10.1186/s40104-022-00679-2

**Published:** 2022-03-12

**Authors:** Jiaman Zhang, Pengliang Liu, Mengnan He, Yujie Wang, Hua Kui, Long Jin, Diyan Li, Mingzhou Li

**Keywords:** 3D genome organization, A/B compartments, Adipose tissues, PEI, Pig breeds, TAD

## Abstract

**Background:**

A growing body of evidence has revealed that the mammalian genome is organized into hierarchical layers that are closely correlated with and may even be causally linked with variations in gene expression. Recent studies have characterized chromatin organization in various porcine tissues and cell types and compared them among species and during the early development of pigs. However, how chromatin organization differs among pig breeds is poorly understood.

**Results:**

In this study, we investigated the 3D genome organization and performed transcriptome characterization of two adipose depots (upper layer of backfat [ULB] and greater omentum [GOM]) in wild boars and Bama pigs; the latter is a typical indigenous pig in China. We found that over 95% of the A/B compartments and topologically associating domains (TADs) are stable between wild boars and Bama pigs. In contrast, more than 70% of promoter-enhancer interactions (PEIs) are dynamic and widespread, involving over a thousand genes. Alterations in chromatin structure are associated with changes in the expression of genes that are involved in widespread biological functions such as basic cellular functions, endocrine function, energy metabolism and the immune response. Approximately 95% and 97% of the genes associated with reorganized A/B compartments and PEIs in the two pig breeds differed between GOM and ULB, respectively.

**Conclusions:**

We reported 3D genome organization in adipose depots from different pig breeds. In a comparison of Bama pigs and wild boar, large-scale compartments and TADs were mostly conserved, while fine-scale PEIs were extensively reorganized. The chromatin architecture in these two pig breeds was reorganized in an adipose depot-specific manner. These results contribute to determining the regulatory mechanism of phenotypic differences between Bama pigs and wild boar.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-022-00679-2.

## Background

Studies of 3D genome organization have suggested that the mammalian genome is organized into hierarchical layers [1, 2]. Several levels of structure are known to be important for intra-chromosomal organization: A/B compartments, topologically associating domains (TADs) and promoter-enhancer interactions (PEIs). A genome-wide chromosome conformation capture (Hi-C) study showed that chromosomes segregate into two chromosome compartments termed the A compartment and the B compartment [3]. The genomic regions in the A compartment generally contain transcribed genes and genes with active histone modifications [3] and are thus considered ‘active’ regions. Conversely, regions in the B compartment tend to contain inactivated genes that bear histone modifications associated with transcriptional repression [3], thus representing ‘inactive’ organization. On a fine scale, chromosomes can be divided into spatially insulated genomic regions that are referred to as TADs [4]. These self-interacting TADs, which range from 0.2 to 1.0 Mb in size, are considered structural and functional units of chromosomes [5, 6]. At high resolution, usually more than 10 kb, contacts that directly connect regulatory elements (such as interactions between promoters and enhancers) can be detected [4].

A growing body of studies suggests that the 3D architecture of the mammalian genome plays an essential role in controlling gene transcription [7–9]. While studies of nuclear architecture are advanced in humans and in a few model organisms such as mice, studies of agriculturally important livestock species, including pigs, are currently at a preliminary stage. In 2019, the FAANG consortium published initial 3D genome structures for pigs and also provided 3D genome maps for three other livestock species (cattle, goats, and chickens); these structures revealed a general conservation of TAD boundaries and A/B compartment states among these livestock species [10]. A recent study also revealed analogous evolutionary conservation of TAD boundaries between pigs and humans [11]. In addition, current Hi-C studies in pigs have explored chromatin changes that occur during pig development. For instance, two recent studies found dynamic changes in chromatin structure during pig muscle development in muscle tissue [12] and at the cellular level [13]. However, the variations in chromatin structure among different pig breeds are largely unknown and are important for fundamental studies on pigs.

Here, we generated Hi-C data for two adipose tissue (AT) depots from Bama pigs and wild boars. The Bama pig is a typical indigenous breed in South China and has been considered a fat-type pig breed in several studies [14, 15]. In contrast, wild boars have a high lean meat rate and low fat content, representing the lean type [16]. Through comparative analyses of wild boar and Bama pig, we identified breed-specific chromatin structures in the A/B compartment, TAD and PEI levels. These structural reorganizations were associated with changes in gene expression, and genes specifically detected in wild boar- and Bama pig-specific chromatin structures showed distinct functional characteristics. Our results reveal how chromatin structure differs in two pig breeds.

## Materials and methods

### Ethics statement

All animals used in this study were handled in accordance with the guidelines of the Administration of Affairs Concerning Experimental Animals established by the Ministry of Science and Technology of China, and the experimental procedures used in the study were approved by the Institutional Animal Care and Use Committee in College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China under permit No. DKY-2019202005.

### Animals and sample collection

In this study, the upper layer of backfat (ULB) and the greater omentum (GOM) were collected from four healthy 2-year-old female pigs (two wild boars and two Bama pigs). The wild boars were brought from the wild to captivity at an early age, and the Bama pigs belonged to a normal Bama Xiang pig line that had not been inbred for a long time. The wild boars and Bama pigs were raised on an experimental farm at Sichuan Agricultural University in Ya’an, Sichuan, China. All pigs were raised in single pens, they were allowed to exercise and were fed under the same feeding conditions. They were fed twice daily and had ad libitum access to water. The animals’ diet was formulated to meet the nutrient requirements recommended by the National Research Council (2012) and the Chinese National Feeding Standard for lean-fat type pigs (NY/T 65–2004) (Additional file 1: Table S1). The pigs were humanely sacrificed after 12 h of fasting in accordance with national regulations for the care and use of animals in research. All samples were immediately homogenized in liquid nitrogen and stored at − 80 °C until use in Hi-C and RNA-seq library preparation.

### In situ Hi-C library preparation

We separately constructed four Hi-C libraries for wild boar ATs (two libraries for ULB and GOM, separately) and three libraries for Bama pig ATs (one library for ULB and two libraries for GOM) according to a previously described in situ Hi-C method with some modifications [2]. We also downloaded one corresponding Hi-C library for ULB in Bama pig, which was generated using the same experimental protocol, from our previous study [17]. Briefly, 1 g of adipose tissue was cross-linked in 4% freshly prepared formaldehyde (Sigma Aldrich, Louis, MO, USA) for 30 min at room temperature, followed by quenching with glycine (Amresco, Solon, OH, USA) at a final concentration of 0.25 mol/L. The mixture was then centrifuged at 1500 × *g* for 10 min at room temperature. The upper layer containing adipocytes were added to 1 mL lysis buffer (9.1 μL 1 mol/L Tris-HCl [pH 8.0] [Invitrogen, Carlsbad, CA, USA], 9.1 μL 1 mol/L NaCl, 18.2 μL 10% CA-630 [Sigma Aldrich, Louis, MO, USA], 50 μL protease inhibitors [Sigma Aldrich, Louis, MO, USA], and 913.6 μL nuclease-free water [Ambion, Carlsbad, CA, USA]) and homogenized with a Dunce homogenizer. The homogenate was centrifuged at 5000 × *g* to collect cell nuclei. The pellet of nuclei was washed twice with 500 μL 1× NEBuffer 2 (NEB, Ipswich, MA, USA) followed by centrifugation at 5000 r/min for 5 min. The pellet was resuspended in 100 μL 1× NEBuffer 2, and SDS (Amresco, Solon, OH, USA) was added to a final concentration of 0.1%. The mixture was incubated for 10 min at 65 °C; Triton X-100 (Sigma Aldrich, Louis, MO, USA) was then added to a final concentration of 1%, and incubated for 15 min at 37 °C. Nuclei were permeabilized, and DNA was digested with 200 units MboI (NEB, Ipswich, MA, USA) at 37 °C for 1 h, 65 °C for 20 min and 25 °C for 5 min. Then, 25 μL fill-in master mix (7.5 nmol/L each biotin-14-dATP, dCTP, dGTP, and dTTP, 25 U Klenow fragment [NEB, Ipswich, MA, USA]) was added, and the mixture was incubated at 37 °C for 45 min to fill restriction fragments and add biotin labels. After inactivation of the enzyme at 75 °C for 20 min, we performed DNA fragment ligation by adding 163 μL of ligation mix (157 μL 2 × Rapid Ligation Buffer and 6 μL T4 DNA ligase [Enzymatics, Beverly, MA, USA]) and incubating the sample at 20 °C for 30 min. The mixture was centrifuged for 5 min at 5000 r/min. After removal of the supernatant, the pellet was resuspended in 20 μL 10 × T4 DNA ligase buffer and 90 μL nuclease-free water, and 50 μL Proteinase K (20 mg/mL) (Tiangen, Beijing, China) and 20 μL SDS were added. The mixture was incubated at 55 °C for 30 min to digest proteins; 20 μL of 5 mol/L NaCl was then added, and the mixture was incubated sequentially at 65 °C for 90 min and at 25 °C for 5 min. To purify DNA, 0.8 × AMPure XP Beads (Beckman Coulter, Brea, CA, USA) were added, and the sample was incubated at room temperature for 5 min. After two washes in 80% ethanol (30 s each time, room temperature) and drying for 3 min, the beads were incubated in 70 μL elution buffer at room temperature for 5 min. To remove nonligated biotinylated DNA, we mixed 2 μg DNA with 10 μL 10 × NEBuffer 2, 1 μL 10 mmol/L dATP, 1 μL 10 mmol/L dGTP, 1 μL 10 mg/mL bovine serum albumin (Sigma, Louis, MO, USA), 1 μL T4 DNA polymerase (Enzymatics, Beverly, MA, USA) and nuclease-free water in a total volume of 100 μL. The mixture was incubated at 12 °C for 2 h. The DNA was then sonicated into 300–500 bp fragments using a Covaris S220 sonicator. The DNA fragments were incubated with 1 × M280 beads (Invitrogen, Carlsbad, CA, USA) at 20 °C for 20 min, washed twice with 200 μL Washing Buffer I (100 μL binding buffer, 99.9 μL nuclease-free water and 0.1 μL Tween 20 [Sigma Aldrich, Louis, MO, USA]) and twice with 200 μL buffer EB (Qiagen, Valencia, CA, USA). We then performed end repair, A-tailing, adapter ligation, postligation cleanup and PCR amplification (8–10 cycles) according to the directions provided with the KAPA Hyper Prep Kit (Roche, Pleasanton, CA, USA). Amplified fragments between 300 and 800 bp in size were then isolated using AMPure XP Beads, and the libraries were sequenced on an Illumina NovaSeq 6000 sequencer (paired-end sequencing with 150 bp read length).

### Hi-C data preprocessing and normalization

Hi-C data were processed using the Juicer pipeline (version 1.5.6) as described in a previous report [18]. Briefly, read pairs were aligned against the reference genome of pig (*Sscrofa* 11.1) using BWA (version 0.7.8) [19] with default parameters. Invalid read pairs, including duplications, low-quality alignment read pairs (MAPQ < 30) and intrafragment read pairs, were filtered out. For merged samples, valid read pairs from each biological replicate were filtered out using similar steps. Information on the *cis*/*trans* interaction ratio and interaction distance was also output by the Juicer pipeline.

The raw intra-chromosomal observed contact matrices were generated using valid read pairs at different resolutions (500, 100, 20 and 10 Kb), and the matrices were then normalized using the Knight-Ruiz (KR) algorithm (removing intrinsic biases within the matrix) [18] as implemented in the Juicer pipeline with default parameters followed by the quantile algorithm (removing biases between matrices) as implemented in the R package “bnbc” (version 1.0.0) with default parameters [20].

Distance-dependent decay of *cis* contact frequencies was analyzed by calculating the median contact frequency per given genomic distance separated by 100 kb of each chromosome based on KR normalized intra-chromosomal observed contact matrices. The mean contact frequencies of all chromosomes at various genomic distances are shown.

The correlation between normalized matrices was calculated using HiCRep [21] by the R package “hicrep” (version 1.10.0) with default parameters based on KR and quantile normalized intra-chromosomal observed contact matrices at 100-kb resolution.

### Generation of inter-chromosomal observed/expected contact matrices

The raw inter-chromosomal contact matrices were generated using valid read pairs at 500-kb, and the matrices were then normalized using the KR algorithm as implemented in the Juicer pipeline with default parameters. To obtain the expected number of inter-chromosomal contacts for each chromosome pair *i, j*, we multiplied the fraction of inter-chromosomal reads containing *i* by the fraction of inter-chromosomal reads containing *j* and then multiplied the result by the total number of inter-chromosomal reads. We finally computed the inter-chromosomal observed/expected contact matrices by dividing the number of actual observed contacts between *i* and *j* by the expected value.

### Chromatin 3D modeling

We used the Python package miniMDS (https://github.com/seqcode/miniMDS) [22] with default parameters, an approximation of the multidimensional scaling (MDS) method, to infer the 3D chromosome conformations based on the KR normalized intra-chromosomal observed contact matrices at 100-kb resolution and the KR normalized inter-chromosomal observed contact matrices at 500-kb resolution. PyMOL (version 2.5.2) was used to simulate the 3D organizational structure of the genome.

### Identification of compartments A and B

Compartments A and B were defined at 20, 100 and 500 Kb resolution by generating PC1 vectors as described in a previous report [3]. Briefly, we first used KR and quantile normalized intra-chromosomal observed contact matrices to generate observed/expected contact matrices. For the loci *i, j*, we calculated the median observed contact frequency at the same distance on the chromosome as the expected contact frequency. The observed/expected contact matrices were computed by dividing the observed contact frequency by the expected contact frequency for each pair of loci *i, j*. We then used the ‘prcomp’ function (default parameters) in R (version 3.6.1) on the observed/expected contact matrices to generate PC1 vectors. We calculated the number of transcriptional start sites (TSSs) in the region 100 kb upstream to 100 kb downstream of each bin as the gene density of each bin. Compartments A and B were determined using Pearson’s correlation between PC1 and the gene density of each chromosome calculated by the ‘cor.test’ function in R (version 3.6.1). If the chromosome showed a positive Pearson’s correlation coefficient, the bins with positive PC1 values in this chromosome were assigned to compartment A, and the bins with negative PC1 values were assigned to compartment B. In contrast, if the chromosome showed a negative Pearson’s correlation coefficient, the bins with positive PC1 values in this chromosome were assigned to compartment B, and the bins with negative PC1 values were assigned to compartment A. We considered regions in which all pairs of replicates showed differences in compartment status between wild boar and Bama pigs to be AB switching regions and genes whose TSSs were located within these regions to be AB switching genes.

To quantify the A/B state of local genomic regions, we calculated the A-B index (representing the likelihood of a sequence interacting with the A or B compartment) at 20-kb resolution as described in a previous report [23] with minor modifications. Briefly, for each 20-kb bin, we calculated the median of the distance-normalized contact frequency (i.e., the observed/expected contact frequency) between it and all A compartment regions on its own chromosome at 20-kb resolution as the A score. In contrast, the median of the distance-normalized contact frequency between this 20-kb bin and all B compartment regions was calculated as the B score. The annotation information on the A/B compartment was obtained from the previously calculated 100-kb PC1. The AB index was then obtained by subtracting the B score from the A score. The higher the AB index is, the more inclined this region is to the A compartment state.

### Identification of topologically associated domain (TAD) and breed-specific TAD boundaries

We identified TADs by combining a previously reported directionality index (DI) [5] and an insulation score (IS) [24] method based on KR and quantile normalized intra-chromosomal observed contact matrices at 20-kb resolution. In brief, we first identified TADs by DI algorithm [5] (hereafter referred to as DI-TAD). Specifically, the DI, a statistical value that reflects the degree of bias between the upstream and downstream interactions of a given bin, was calculated from 2 Mb upstream to 2 Mb downstream along the center of each bin at 20-kb resolution as implemented in the original public code of the DomainCaller [5] with default parameters (http://bioinformatics-renlab.ucsd.edu/collaborations/sid/domaincall_software.zip). Then, a hidden Markov model (HMM) was used to predict final DI-TADs based on the DI as implemented in DomainCaller. To obtain more comprehensive TAD information, we introduced another common TAD-calling algorithm (i.e., the IS algorithm). The IS reflects the aggregate of interactions passing across each bin, and IS boundaries were called using the public code (matrix2insulation.pl, https://github.com/dekkerlab/cworld-dekker) with parameters (−v -is 260,000 -ids 200,000 -im mean -nt 0.1 -bmoe 0) to divide the large DI-TADs. If an IS boundary was located within a DI-TAD and the insulation score of the IS boundary was lower than the average insulation score of the DI-TAD boundaries, the DI-TAD was divided into two smaller TADs. To compare the TAD structure between wild boar and Bama pig in each AT depot, we merged the raw Hi-C reads of each pair of replicates and thus determined common TADs for each AT depot. TAD boundaries were defined as breed-specific boundaries, as previously described [5], when boundary regions were called in only one breed and their DIs lacked significant correlation between wild boar and Bama pig compared to a random distribution of Spearman correlations. Specifically, for each boundary, we calculated Spearman’s correlation for the DI around the center of the boundary (+/− 10 bins) between breeds. Similarly, random Spearman’s correlation of DI was calculated by randomly selecting 20 bins from each breed, and the process was repeated 10,000 times to achieve a random distribution. The random correlation coefficients were translated into standardized z scores using the ‘scale’ function in R (version 3.6.1), and we assigned a *P* value to each z score using the ‘pnorm’ function in R (version 3.6.1). We selected the random correlation coefficient whose *P* value was 0.05 as the cutoff. If a boundary existed in only one breed and its Spearman correlation between the two breeds was lower than this cutoff, the boundary was defined as a breed-specific boundary.

### Identification of promoter-enhancer interactions (PEIs)

To identify promoter-enhancer interactions (PEIs), we pooled Hi-C reads from each pair of replicates for each AT depot and used the combined data in the analysis. First, we defined the regions from 2200 bp upstream to 500 bp downstream of the TSS as promoter regions. Overrepresented promoter-centered interactions were then called by the published PSYCHIC algorithm (https://github.com/dhkron/PSYCHIC) with default parameters as previously described [25] based on KR and quantile normalized intra-chromosomal observed contact matrices at 10-kb resolution. Briefly, topological domains were identified throughout the genome as implemented in the PSYCHIC algorithm, and the hierarchical domains were generated by merging similar neighboring domains. A domain-specific background model was then built for each domain or hierarchical domain according to the PSYCHIC algorithm. For promoter-centered interactions (±10 Mb), we compared the observed contact frequency (contact frequency in KR and quantile normalized contact matrices) with its expected contact frequency (defined as the observed contact frequency normalized to the domain-specific background model, output by PSYCHIC) to identify overrepresented interactions, and the statistical significance score (*P* values and FDR values) was output by PSYCHIC. To obtain high-confidence putative PEIs, we filtered the interactions between promoters (i.e., whether or not the two anchors of the interaction both contained promoters) and applied a hard cutoff with FDR value ≤ 0.001 and interaction length ≥ 50 kb.

### Calculation of regulatory potential score (RPS)

To assess the regulatory influence of enhancers on genes and thus accurately elucidate the dynamic rewiring of PEIs in wild boar and Bama pigs for each AT depot, we calculated the regulatory potential score (RPS) that was introduced in our previous study [12]. According to a biochemical assumption that enhancers’ contribution to the expression level of a specific gene is additive, the RPS is calculated as ∑n (log_10_ *I*_n_), in which *I*_n_ is the normalized interaction intensity (i.e., the observed contact frequency minus the expected contact frequency). The observed contact frequency of PEI was obtained from KR and quantile normalized contact matrices, and the expected contact frequency of PEI was obtained from expected contact matrices that were calculated using the domain-specific background model described above (output by PSYCHIC). If a gene does not form a PEI, the RPS = 0. To robustly identify genes associated with meaningful differences in RPS between Bama pigs and wild boar, we employ thresholds for both the minimum absolute fold change (|log_2_ fold change| > 1) and the minimum absolute difference (|delta| > 4); under this criterion in our study, the gene has lost or gained at least 3 PEIs (data not shown). This can exclude genes that show large fold changes but very small absolute differences in RPS.

### RNA-seq and expression analysis

To explore the relationship between gene expression and 3D genome conformation, we constructed four RNA-seq libraries for ATs in wild boars (two libraries for ULB and GOM, separately) and three libraries for ATs in Bama pigs (one library for ULB and two libraries for GOM). One corresponding library for ULB in Bama pigs was collected from our previous study [17]. Total RNA was extracted from each sample using an RNeasy Mini Kit (Qiagen, Valencia, CA, USA). Purified RNA was quantified by Nanodrop, and integrity was validated using an Agilent 2000. Strand-specific RNA-seq libraries were then generated using a rRNA depletion method (Globin-Zero Gold rRNA Removal Kit, Illumina, San Diego, CA, USA) coupled with a NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, Ipswich, MA, USA). All libraries were then sequenced on a HiSeq X Ten platform (Illumina) with a paired-end sequencing length of 150 bp. Kallisto (version 0.44.0) [26] was applied to align high-quality reads to the pig reference genome (*Sscrofa* 11.1) with default parameters, and the expression level of protein-coding genes was quantified as transcripts per million (TPM). The gene annotation file was downloaded from Ensembl Sscrofa 11.1 (Release 102). We next analyzed the differentially expressed genes (DEGs). For each adipose depot comparison, genes expressed in at least one breed (TPM > 0.1 for both replicates) are used for subsequent analysis and read counts of each gene obtained from Kallisto (version 0.44.0) served as input values. The R package “DESeq2” (version 1.28.1) [27] was applied using the default parameters to identify genes that are differentially expressed in wild boars and Bama pigs. 

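In the GOM, 2 wild boar and 2 Bama pig libraries were compared with edgeR's quasi-likelihood F test on the rounded estimated counts, with TMM normalization and two-sided p-values. The test covered the 16615 genes with a TPM above 0.1 in both replicates of at least 1 breed. With a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, edgeR called 4 genes, 2 higher and 2 lower in wild boar, and 1329 genes had an unadjusted p below 0.05. With DESeq2's size factors and Wald test, the tool that the methods name, 167 genes passed both thresholds, 67 higher and 100 lower in wild boar. The 4 genes were among these 167. APOB (ENSSSCG00000008595), on chromosome 3 of Sscrofa 11.1 from 117250096 to 117316200, had a TPM of 0.11 and 0.12 in wild boar GOM and of 6.15 and 8.46 in Bama pig GOM. Its log2 fold change was -5.34 (standard error 0.51, adjusted p = 0.0455 from edgeR's test) and stayed between -5.61 and -5.01 when each library was left out. APOB is also among 7 of 8 listed liver transcripts that were higher in each of the 3 Bama pig libraries than in each of the 4 wild boar libraries. The other 3 genes are listed without a symbol and were chosen after their values were seen. ENSSSCG00000001458 had estimated counts of 352 and 214 in wild boar GOM and of 1 and 2 in Bama pig GOM, at least 88.8-fold higher (adjusted p = 0.0493 from edgeR's test).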

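ENSSSCG00000029414 had estimated counts of 559 and 371 in wild boar GOM and of 9 and 5 in Bama pig GOM, a log2 fold change of 6.36 (standard error 0.58, adjusted p = 0.0455 from edgeR's test). ENSSSCG00000030140 had estimated counts of 1164 and 639 in Bama pig GOM and of 0 and 0 in wild boar GOM, at least 252-fold lower in wild boar. Folds against a group at or under 3 counts were taken against that floor, which covers counting error only. Whether reads of the genes without a symbol are shared with similar genes is not known. Leaving out a library leaves a breed with 1 library, so no call was made in those fits. In the ULB, with 1 Bama pig library, no test was made. Log2 CPM after TMM normalization, with a prior count of 2, differed by more than 1 between the wild boar mean and the Bama pig library for 5775 of 17403 genes, 1956 higher and 3819 lower in wild boar. With a prior count of 0.5 this number was 6309.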

Significant DEGs were defined using the criteria FDR < 0.05 and |log_2_ fold change| > 1 (Additional file 8: Table S7).

For RNA-seq data visualization, bam files were generated using STAR software [28] (version 2.6.0c) with default parameters to map read pairs to pig reference genome, and then bam files were converted to big wigs for visualization using bamCoverage software [29] (version 3.5.0) with parameters (−-normalizeUsing RPKM --binSize 10 -p 4).

### Functional enrichment analysis

Functional enrichment analysis of specific gene sets was performed using Metascape (http://metascape.org) [30] with default parameters. Specifically, pig genes were converted to their human orthologous, and humans (*Homo sapiens*) were selected as the target analysis species. In the compartment comparison, all genes in the genome served as background. In the PEI comparison, we selected genes that showed consistent changes in expression and RPS to perform functional enrichment analysis. Thus, a subset of expressed genes (at least one breed in the comparison has TPM > 0.1) was used as background in the functional enrichment analysis. Gene Ontology (GO)-biological processes (GO-BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were used as ontology sources. The most statistically significant terms in each cluster are shown.

### Statistical analyses

All statistical analyses were performed using the ‘wilcox.test’ (Wilcoxon rank-sum test) or ‘prop.test’ function (two proportions test) in R (version 3.6.1).

## Results

### Hi-C data description

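Compartment values were analysed for 7 of the study's 8 Hi-C libraries. The GOM was covered by 2 wild boar and 2 Bama pig libraries, and the ULB by 2 wild boar libraries and 1 Bama pig library, replicate 2. The other Bama pig ULB library was not used here, so that group has no replicate check. For each library, the authors aligned the reads to Sscrofa 11.1, normalized the intra-chromosomal contact matrices with the KR and quantile methods, and took the first principal component (PC1) of the observed/expected matrix in 20-kb bins. They set the sign of PC1 on each chromosome so that it rises with gene density, and a bin with a positive PC1 belongs to compartment A. The values carry no contact counts, so the depth behind a single bin is unknown, and the contacts per library are those of the paper's Table S2. The quantile normalization across libraries was done by the authors, and PC1 was used as deposited, without further scaling. PC1 was centred on each chromosome by its own construction, so its size is not comparable between chromosomes. The 18 autosomes span 2265.77 Mb, and each has the same length as in the reference genome that gave the gene positions.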

To comprehensively explore the reorganization of the chromatin architecture of ATs between wild boars and Bama pigs, we analyzed an in situ high-throughput chromatin conformation capture (Hi-C) map of representative subcutaneous adipose depots (i.e., in the upper layer of backfat, ULB) and visceral adipose depots (i.e., in the greater omentum, GOM) in two adult female wild boars and Bama pigs (Additional file 2: Table S2). A total of ~ 2.5 billion valid contacts were obtained from eight libraries with a depth of ~ 319 million (M) contacts per library and a maximum resolution of ~ 7.1 kb (Additional file 3: Fig. S1a; Additional file 2: Table S2). The contact quality of the Hi-C data was validated by the *cis*/*trans* interaction ratio (~ 68.07% *cis* contacts), the interaction distance (~ 64.63% *cis* contacts over 20 kb), and the distance-dependent decay of *cis* contact frequencies (Additional file 3: Fig. S1b-d; Additional file 2: Table S2). Based on these contact data, chromatin conformation was plotted as the chromatin interaction frequency. The plots revealed the presence of territorial architectures in the pig genome (Fig. 1a). Additionally, 3D modeling of the pig genome clearly showed the spatial relationships between genomic regions, further supporting the chromosome territories observed in the pig genome (Fig. 1b). To assess the similarity of chromatin architecture in different samples, we generated normalized intra-chromosomal contact maps using the method of KR [2] and the quantile algorithm [20] at 100-kb resolution (~ 99.83% of bins in 100 kb having at least 1000 intra-chromosomal contacts) (Additional file 3: Fig. S1a). The global contact maps obtained for replicates were highly reproducible as determined by HiCRep [21] (median stratum-adjusted correlation coefficient [SCC] = 0.83), and the contact maps for the same adipose depots were also highly similar between wild boars and Bama pigs (median SCC = 0.82) (Fig. 1c). 

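PC1 was compared between libraries as Pearson's r across the 20-kb autosomal bins, which are not independent replicates. This is a measure of compartments, and the stratum-adjusted correlation of the contact maps was not computed here. Between replicates, r was 0.9818 in wild boar ULB, 0.9775 in wild boar GOM and 0.9774 in Bama pig GOM. Between the breeds within the same depot, r lay between 0.9552 and 0.9649 in the GOM and was 0.9737 and 0.974 in the ULB. Between the depots of a breed, r lay between 0.9656 and 0.9748 in wild boars and was 0.9338 and 0.9444 in Bama pigs. Each r between the breeds was below the r between replicates in the same depot. Over all 21 pairs the median r was 0.965, and it was 0.969 without chromosome 10.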

Hierarchical clustering of the RNA-seq data recapitulated these findings (Fig. 1d). These results suggest that there are limited changes in global chromatin organization and in the transcriptome between wild boar and Bama pig ATs. 

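RNA-seq values were analysed for 7 libraries. There were 2 of wild boar GOM, 2 of wild boar ULB, 2 of Bama pig GOM and 1 of Bama pig ULB, replicate 2. The authors quantified protein-coding genes with Kallisto, and the values used here are the estimated count and the TPM of each of 21280 genes in each library, not normalized between libraries. The estimated counts summed to 18627076 and 14302215 in the Bama pig GOM replicates and to 10833153 in the Bama pig ULB library. They summed to 14095360 and 17402206 in the wild boar GOM replicates, and to 15479940 and 16762802 in the wild boar ULB replicates. The TPM of the listed genes added up to between 774260 and 956616 per library, so transcripts outside the list took a share that differed between libraries. The 10 most abundant genes held between 6.8% and 10.6% of the counts of a library. Between 15587 genes, in wild boar GOM replicate 2, and 17389 genes, in Bama pig GOM replicate 2, had a TPM above 0.1. Of the 21280 genes, 14821 have a symbol, and 13567 (63.8%) could be placed on Sscrofa 11.1 through the reference annotation. The other genes enter no count by position.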

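Spearman's rho of TPM was computed across the 14163 genes with a TPM above 0.1 in every library, and genes are not independent replicates. Between replicates, rho was 0.9203 in Bama pig GOM, 0.9609 in wild boar GOM and 0.9717 in wild boar ULB. Between the breeds within a depot it lay between 0.9057 and 0.9566, and between the depots of a breed between 0.8968 and 0.9484. The pairs that differ in both depot and breed lay between 0.8779 and 0.9411. Bama pig GOM replicate 1 had a higher rho with the Bama pig ULB library (0.9306) than with Bama pig GOM replicate 2. Bama pig GOM replicate 2 was nearer to the wild boar GOM replicates, with 0.9566 and 0.9565. Average-linkage clustering on 1 minus rho therefore parted Bama pig GOM replicate 1 and the Bama pig ULB library from the other 5 libraries. The same split was found across the 11279 genes with a TPM above 1 in every library, where the median rho over all pairs was 0.895 instead of 0.923. From the contact maps and the clustering, the paper proposes that chromatin organization and expression changed little between the breeds at the global scale.

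**Figure D1:**
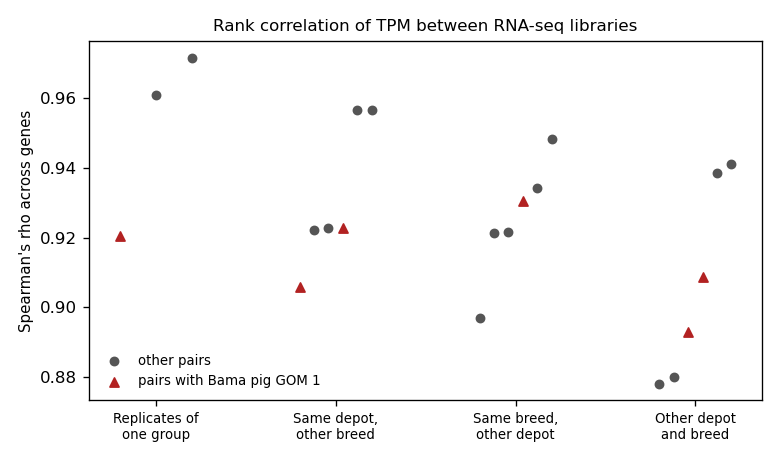
Spearman's rho of TPM between pairs of RNA-seq libraries, on the vertical axis, by the kind of pair, on the horizontal axis. Triangles mark pairs with Bama pig GOM replicate 1 and circles the other pairs. Replicates of one group lie between 0.9203 and 0.9717.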

Given that the 3D genome is organized into hierarchical layers and that previous literature have reported increasing numbers of changes as one descends the genome architectural hierarchy [4, 31], we next performed comparative Hi-C analyses of ATs in wild boars and Bama pigs at various chromatin scales.

**Fig. 1:**
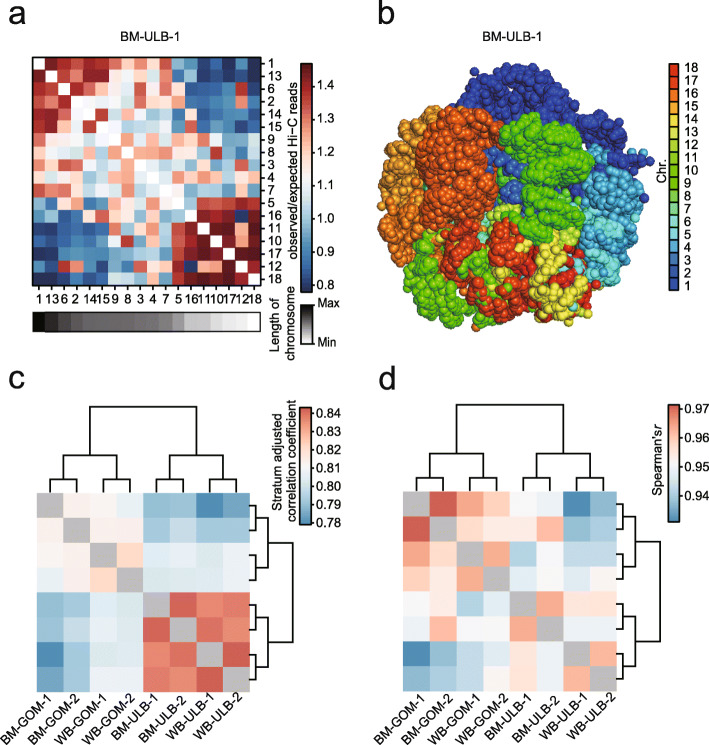
Overview of 3D genome organization in wild boar and Bama pig adipose tissues. (**a**) Example of observed/expected contact matrices between 18 autosomes in Bama pig (BM) ULB-1 at 500-kb resolution. Chromosomes with similar lengths are spatially close. (**b**) Simulated structure of 3D genome organization in BM-ULB-1. (**c**) Estimated interrelationship between intra-chromosomal Hi-C maps of wild boar (WB) and BM adipose tissues (ATs) at 100-kb resolution. (**d**) Spearman’s correlation coefficient heatmap of gene expression comparisons between pairwise samples

### Dynamic chromatin compartmentalization in wild boar and Bama pig ATs

We first identified large compartment intervals at 500 kb resolution, which represents subchromosomal organization and is closely linked to euchromatin and heterochromatin [3, 32]. For each sample, we identified ~ 327 compartment A intervals (the number of such regions ranged from 310 to 340, with a median size between 2 and 2.5 Mb) and ~ 332 compartment B intervals (the number of such regions ranged from 320 to 342, with a median size between 2 and 2.5 Mb) (Additional file 4: Table S3). Given that a previous study showed that precise A/B compartments (also termed as compartmental domains) can be observed at high resolution (e.g., 10-kb) [23]. To make a more precise comparison between two pig breeds, we further segregated the genome into small compartment A (an average of 1.12 Gb or 49.67% of the genome) and compartment B (an average of 1.14 Gb or 50.33% of the genome) regions at 20-kb resolution (~ 99.00% of bins in 20-kb having at least 1000 intra-chromosomal contacts) (Additional file 3: Fig. S2a, Additional file 4: Table S3). 

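With a positive PC1 as compartment A, 49.73% ± 0.77 (SD, n = 7 libraries) of the autosomal bins at 20-kb resolution belonged to compartment A and 50.27% ± 0.77 (SD, n = 7) to compartment B. The share of compartment A was lowest in Bama pig GOM replicate 2, at 48.71%, and highest in wild boar GOM replicate 1, at 50.77%. These shares correspond to 1.13 Gb ± 0.02 (SD, n = 7) of compartment A and 1.14 Gb ± 0.01 (SD, n = 7) of compartment B.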

As expected, the compartment A regions were enriched in GC content and protein-coding genes and showed higher levels of gene expression than the compartment B regions (*P* value < 10^−16^ for each comparison, Wilcoxon rank-sum test) (Additional file 3: Fig. S2b). 

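The GC content of the reference sequence averaged 44.7% ± 0.07 (SD, n = 7 libraries) in the bins of compartment A and 39.15% ± 0.12 (SD, n = 7) in those of compartment B. The density of transcription start sites of placed genes was 9.89 ± 0.07 (SD, n = 7) genes per Mb in compartment A and 1.72 ± 0.1 (SD, n = 7) in compartment B. The median TPM, taken from the RNA-seq library with the same breed, depot and replicate number, was 12.27 ± 2.25 (SD, n = 7) in compartment A and 1.21 ± 0.53 (SD, n = 7) in compartment B. The probability that a gene in compartment A exceeded a gene in compartment B was 70.6% ± 1.84 (SD, n = 7), and it lay between 67.4% and 73.4% in the single libraries. Among genes with a TPM above 0.1 this probability was 67.7%. In each of the 7 libraries GC content and the median TPM were higher in compartment A. The density of genes was higher there too, but the sign of PC1 was set by gene density on each chromosome, which fixed that order beforehand.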

To ensure reliability, we also identified compartments at 100-kb resolution, a level of resolution that is commonly used in compartment calling. Overall, a good correspondence was observed when we performed comparisons of compartment calls made at 20, 100 and 500 kb resolution (~ 87.68% of A/B compartments at 20 kb were assigned the same compartment type at 100 and 500 kb in each sample) (Additional file 3: Fig. S2c). These observations suggesting reliability of the A/B compartment assignments at 20 kb resolution.

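The 20-kb states were set against the paper's 500-kb intervals of Table S3 in the same 7 libraries. The share of the autosomes with the same state at both resolutions lay between 88.15% in Bama pig GOM replicate 2 and 91.15% in wild boar GOM replicate 2. On chromosome 10 it ranged from 5.8% in Bama pig GOM replicate 2 and 30.8% in Bama pig GOM replicate 1 to 99.1% in the Bama pig ULB library. On each of the other 17 autosomes it was at least 87.9% in each library. States at 100-kb resolution were not taken from the paper. From the correspondence between resolutions, the paper proposes that the assignments at 20 kb are reliable.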

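A 20-kb bin was counted as switched when PC1 had one sign in both wild boar libraries of a depot and the other sign in each Bama pig library of that depot, 2 in the GOM and 1 in the ULB. By this rule 127.41 Mb, 5.62% of the autosomes, switched in the GOM, the ULB or both, and 3.46 Mb switched the same way in both depots. With an absolute PC1 of at least 10 asked of each library, an alternative chosen after seeing the data, the length was 7.78 Mb. With runs of at least 3 neighbouring switched bins it was 52.05 Mb. On simulated values for the 113298 bins, the rule recovered 100% of the planted switches and called 0.27% of the other bins. The planted switches lay far from 0 in each library and the simulated noise was small, so that recovery was fixed beforehand. Real libraries vary more. Parted across the breeds instead of by breed, the GOM libraries gave 0.76% and 0.68% of the autosomes, and the ULB libraries 2.38% and 2.55%. The 0.27% is therefore not the error of the rule on these data.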

Comparing the compartment states in wild boar with those in Bama pigs for each AT revealed that ~ 3.66% of the genome (82.90 Mb) underwent compartment switching in at least one AT type (Additional file 4: Table S3). Notably, we observed more A/B compartment switching in the GOM (54.54 Mb, 2.41% of the genome) than in the ULB (30.76 Mb, 1.36% of the genome) (*P* value = 0.013, two proportions test) (Fig. 2a), reflecting that the GOM underwent more such alterations among wild boars and Bama pigs. Moreover, the genes in specific compartment switching regions in the ULB (from Bama pig to wild boar, 92 genes changed from A to B, 122 genes from B to A) differed drastically from those in the GOM (95 genes from A to B, 238 genes from B to A) (genes from A to B and from B to A have 5.06% and 5.57% overlaps between ULB and GOM, respectively), implying that the AB switching that occurs in the ULB and that that occurs in the GOM are associated with different biological functions (Fig. 2b).

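In the GOM 54.52 Mb switched from Bama pig to wild boar, 33.8 Mb from B to A and 20.72 Mb from A to B, or 2.41% of the autosomes. The other 2 ways of parting the 4 GOM libraries into pairs gave 17.16 and 15.47 Mb, the level that replicates reach. In the ULB 77.35 Mb switched, 46.47 Mb from B to A and 30.88 Mb from A to B, or 3.41%. The other 2 ways of parting its 3 libraries gave 53.92 and 57.82 Mb. The excess of B to A depended on where PC1 was cut. With PC1 centred on the chromosome median, 27.1 Mb changed from B to A and 25.3 Mb from A to B in the GOM. In the ULB these lengths were 38.37 and 38.96 Mb. Fewer libraries make the rule easier to meet, so the depots were compared with 2 wild boar libraries against 1 Bama pig library in each. With Bama pig GOM replicate 1, the switched share of the GOM exceeded that of the ULB by 0.56 percentage points (p = 0.194, two-sided permutation test across 18 chromosomes), and it was higher on 9 of the 18. With Bama pig GOM replicate 2, it exceeded it by 1.85 percentage points (p = 0.00317, same permutation test), and it was higher on 14 of the 18. With all 4 GOM libraries against the 3 ULB libraries, the difference was -1.0 percentage points (p = 0.0509, same permutation test). The test used the unweighted mean of the differences per chromosome, not the difference in the genome share. That mean was 0.526 with Bama pig GOM replicate 1, 2.456 with replicate 2 and -0.904 with all 4 GOM libraries. Chromosomes are the units of this test, so it compares these libraries and not the animals of each breed. From the switched lengths, the paper concludes that the GOM underwent more alterations than the ULB.

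**Figure D2:**
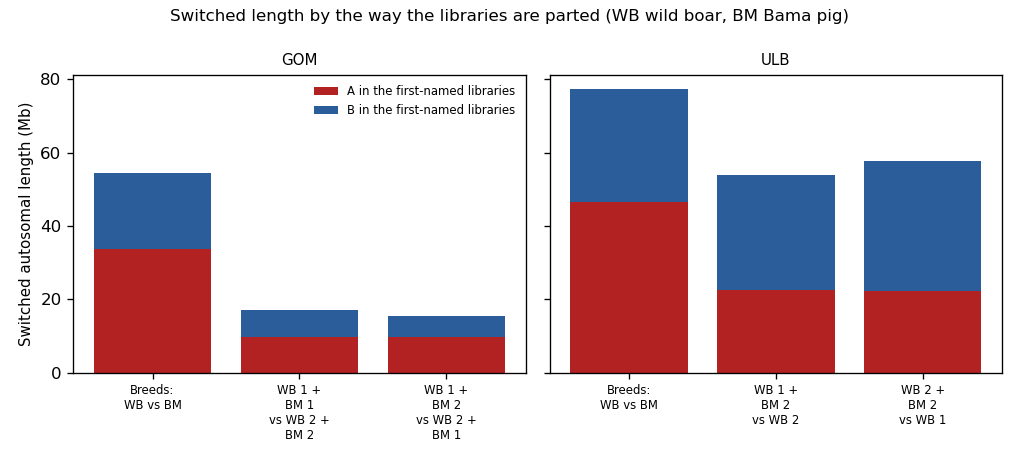
Switched length in Mb, on the vertical axis, when the GOM libraries (2 against 2) and the ULB libraries (2 against 1) are parted by breed and in the other possible ways. Red is the length in compartment A in the first-named libraries and blue the length in B. The bar by breed is 54.52 Mb in the GOM and 77.35 Mb in the ULB.

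**Figure D3:**
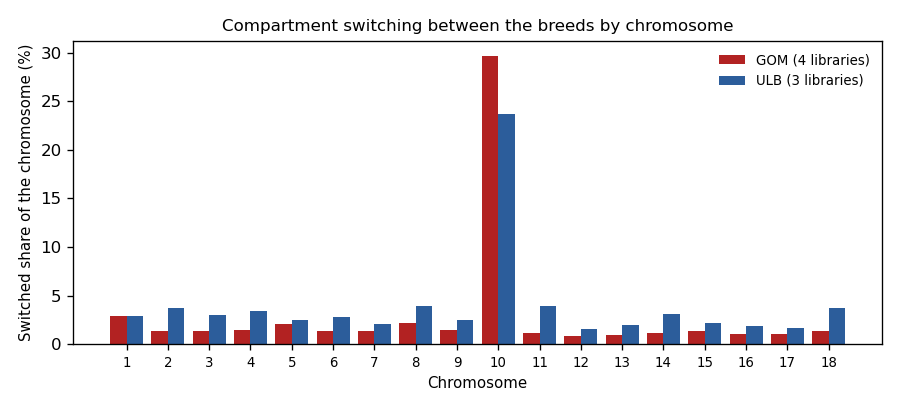
Switched share of each of the 18 autosomes in percent, on the vertical axis, by chromosome, for the 4 GOM and the 3 ULB libraries. Chromosome 10 stands at 29.7% in the GOM and 23.7% in the ULB.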

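Chromosome 10, 69.36 Mb long and 3.06% of the autosomes, held 20.6 Mb, or 37.8%, of the length switched in the GOM. It held 16.44 Mb, or 21.3%, of the length switched in the ULB. Without it 33.92 Mb switched in the GOM, 1.54% of the remaining autosomes, and 60.91 Mb in the ULB. On this chromosome the r of PC1 between replicates was 0.603 in wild boar GOM and 0.737 in Bama pig GOM, against at least 0.965 on each other autosome. Between the wild boar ULB replicates it was 0.96. The other 2 ways of parting the GOM libraries gave 0.02 and 0.0 Mb of switched length on this chromosome. The mean PC1 of the first 25 Mb was 13.2 and 22.9 in the Bama pig GOM replicates, and -6.1 and -20.6 in the wild boar GOM replicates. It was -24.0 in the Bama pig ULB library, and -16.3 and -11.8 in the wild boar ULB replicates. When PC1 was centred separately on each side of 25 Mb, an alternative chosen after seeing the data, 5.82 Mb of chromosome 10 switched in the GOM and 23.8 Mb in the ULB.

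**Figure D4:**
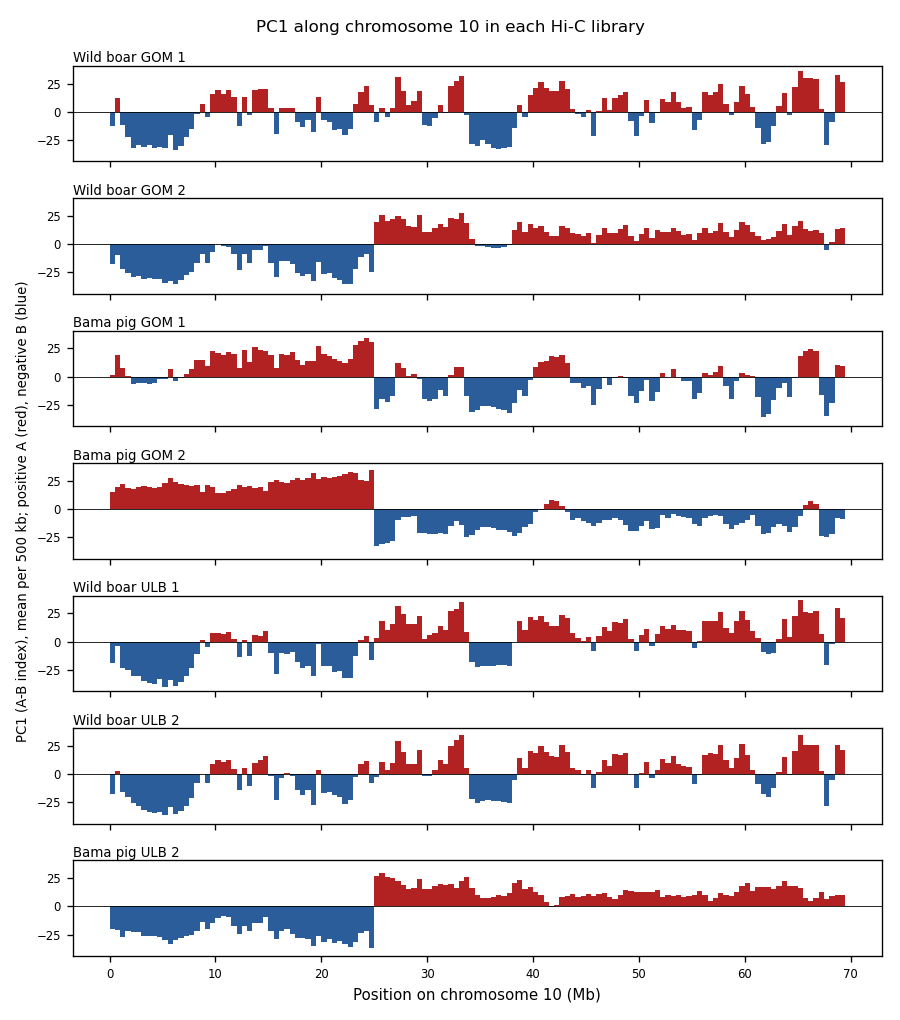
Mean PC1 per 500-kb window, on the vertical axis, along chromosome 10 in Mb, on the horizontal axis, in 1 panel for each of the 7 Hi-C libraries. The mean over the first 25 Mb is positive in the 2 Bama pig GOM libraries and negative in the other 5.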

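A gene was counted as switched when the 20-kb bin of its transcription start site switched, among the 13097 genes placed on autosomes. From Bama pig to wild boar, 164 genes changed from B to A and 44 from A to B in the GOM. In the ULB 229 genes changed from B to A and 71 from A to B. Of the 380 genes that changed from B to A in either depot, 13 (3.42%) did so in both. Of the 114 that changed from A to B in either depot, 1 (0.88%) did so in both. From the small overlap, the paper proposes that switching in the 2 depots is associated with different biological functions.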

**Fig. 2:**
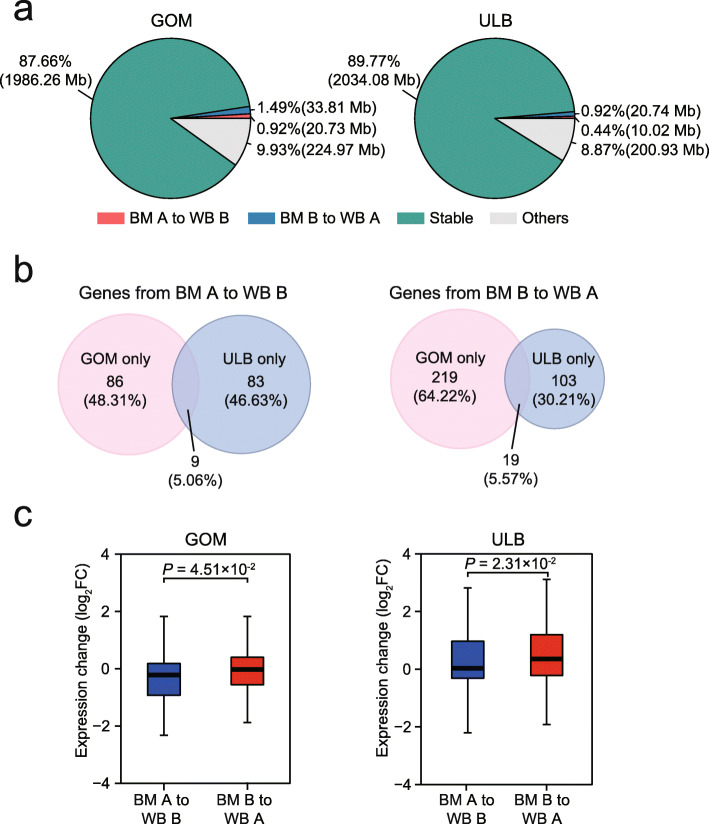
Changes in compartment A/B across wild boar and Bama pig ATs. (**a**) Percentage of stable or switched compartments between WB and BM ATs in the genome. Genomic regions where compartment changes are inconsistent in all pairs of replicates are defined as others. (**b**) Overlap of compartment-switched genes between the ULB (from BM to WB, 92 genes from A to B, 122 genes from B to A) and the GOM (95 genes from A to B, 238 genes from B to A). (**c**) Changes in the expression of genes whose compartment status was switched between WB and BM ATs. *P* values were calculated using the Wilcoxon rank-sum test

We then examined the genes within these compartment switching regions for each AT depot. As expected, genes that switched from B to A from Bama pig to wild boar (*n* = 122 in the ULB; *n* = 238 in the GOM) tended to show increased expression compared with genes that switched from A to B (*n* = 92 in the ULB, *n* = 95 in the GOM). 

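Log2 fold changes of wild boar against Bama pig were compared between switched genes that were expressed in at least 1 breed. In the GOM the median was -0.084 over 155 genes that changed from B to A and -0.188 over 34 that changed from A to B. The difference of 0.105 was not larger than chance gave (bootstrap SD 0.206, p = 0.266, two-sided permutation test on the rank sum across genes). In the ULB, with 1 Bama pig library, the medians were 0.129 over 196 genes and 0.123 over 66 genes, a difference of 0.006 (bootstrap SD 0.105, p = 0.374, same permutation test). With PC1 centred on the median of each chromosome in each library, the difference was 0.187 in the GOM (p = 0.0348, same permutation test) and 0.207 in the ULB (p = 0.0109, same permutation test). With 1 median per run of neighbouring switched bins, the ULB difference was -0.01 (p = 0.368, same permutation test). Without Bama pig GOM replicate 1 the GOM difference was -0.015, and without Bama pig GOM replicate 2 it was 0.29. Genes are not independent replicates of the animals.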

(Fig. 2c). Functional enrichment showed that genes associated with the Bama pig-restricted compartment A in the ULB were significantly enriched in only two pathways, ‘herpes simplex virus 1 infection’ and ‘cellular calcium ion homeostasis’ (Fig. 3). Genes changed in the GOM are associated with a broad spectrum of biological functions, including metabolism, homeostasis, cellular response to stimulus, G protein-coupled receptor signaling pathway, development and regulation of gene transcription (Fig. 3). Of these, the metabolism-related pathway ‘maturity-onset diabetes of the young’ was the top enriched term. Three genes associated with this pathway, *NKX6–1*, *NR5A2* and *SLC2A2*, showed increased expression in Bama pig GOM compared with wild boar (Fig. 4a-c), highlighting their potential as novel interesting candidates for further functional characterization.

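NKX6-1 (ENSSSCG00000009232) lies on chromosome 8 from 134137064 to 134143524, and the bin of its transcription start site changed from A to B in the GOM. The PC1 of that bin was 1.99 and 1.61 in Bama pig GOM and -4.98 and -5.4 in wild boar GOM. Its other bin had 5.65 and -1.31 in Bama pig GOM and 5.97 and 3.73 in wild boar GOM, so it did not switch. Its TPM was 0.54 and 0.7 in Bama pig GOM and 0.09 and 0.1 in wild boar GOM, from 22, 23, 4 and 5 estimated counts. The log2 fold change was -2.01 (standard error 0.80, adjusted p = 0.616 from edgeR's test). SLC2A2 (ENSSSCG00000020927) lies on chromosome 13 from 109592595 to 109614105, and both of its bins changed from A to B, with a PC1 of 4.11 and 6.78 against -4.77 and -6.0 at the start site. Its TPM was 1.4 and 1.96 in Bama pig GOM and 0.59 and 0.13 in wild boar GOM, a log2 fold change of -1.72 (standard error 0.85, adjusted p = 0.631 from edgeR's test). NR5A2 (ENSSSCG00000024975) lies on chromosome 10 from 22727865 to 22866905, in the part of that chromosome where PC1 changed sign as a block, and all 8 of its bins changed from A to B. Its TPM was 4.02 and 2.42 in Bama pig GOM and 1.42 and 1.4 in wild boar GOM, a log2 fold change of -0.59 (standard error 0.58, adjusted p = 0.770 from edgeR's test). All 3 genes were lower in both wild boar replicates than in both Bama pig replicates, and kept their direction when each library was left out, but none passed the adjusted threshold. With each library left out, the log2 fold change lay between -2.23 and -1.76 for NKX6-1 and between -0.85 and -0.25 for NR5A2. For SLC2A2 it was -3.0 without wild boar GOM replicate 1 and -1.07 without wild boar GOM replicate 2. From the pathway these genes share and their expression, the paper proposes them as candidates for functional study.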

**Fig. 3:**
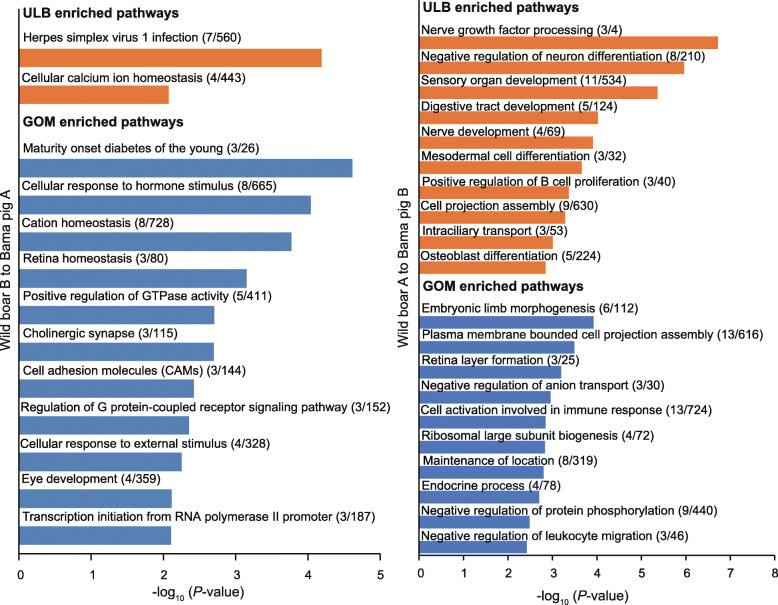
Functional enrichment analysis of the genes displaying compartment switching between WB and BM in each AT

**Fig. 4:**
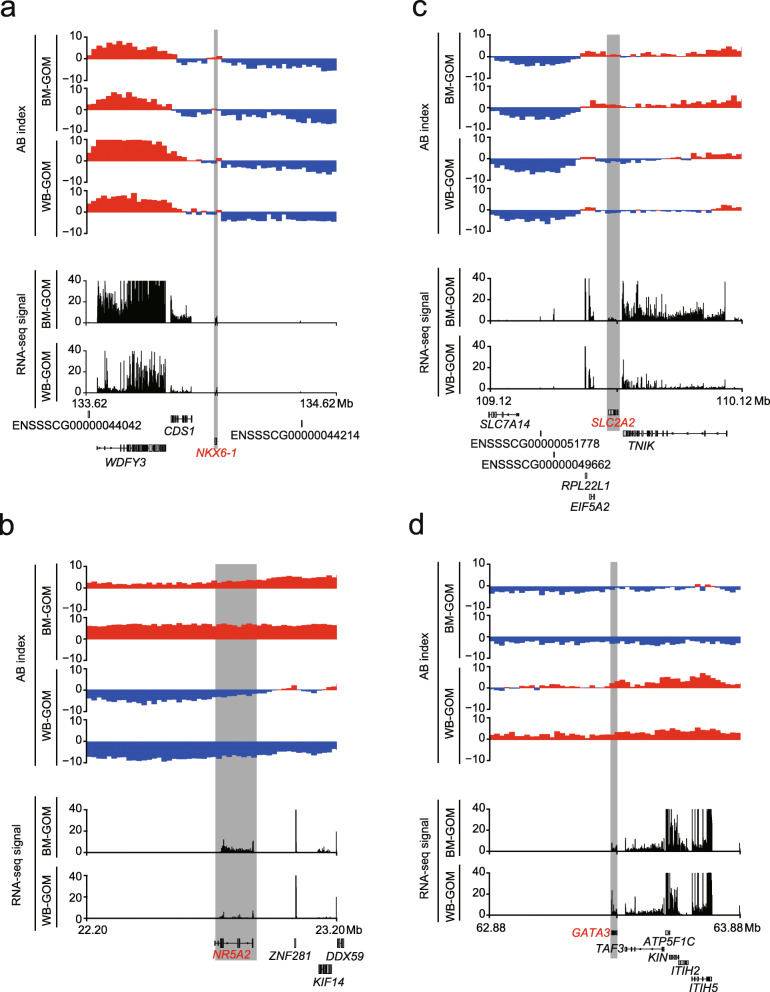
Example of genes associated with compartment switching. (**a-d**) Genome browser view of the compartmentalization pattern and expression level of *NKX6–1* (**a**)*, NR5A2* (**b**), *SLC2A2* (**c**) and *GATA3* (**d**) between WB and BM GOM. Top panel: AB index pattern in each Hi-C library. Bottom panel: RNA-seq profiles, the RNA-seq signal represents the number of reads mapped to each genomic region. The gray area represents the location of the target gene

Next, we analyzed the function of genes associated with wild boar-restricted compartment A. We found that genes changed in the ULB were enriched in pathways related to development (e.g., ‘sensory organ development’, ‘digestive tract development’), regulation of neural growth and differentiation (e.g., ‘nerve growth factor processing’ and ‘negative regulation of neuron differentiation’) and the immune response (e.g., ‘positive regulation of B cell proliferation’) (Fig. 3). In the GOM, we observed that wild boar-restricted compartment A regions were also enriched in genes related to the immune response, including ‘cell activation involved in immune response’ and ‘negative regulation of leukocyte migration’ (Fig. 3). 

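GATA3 (ENSSSCG00000011125) lies on chromosome 10 from 63367684 to 63397977, and both of its 20-kb bins changed from B to A from Bama pig GOM to wild boar GOM. The PC1 of the bin with its transcription start site was -2.48 and -14.97 in the Bama pig GOM replicates and 15.53 and 17.28 in the wild boar GOM replicates. PC1 changed sign over long parts of this chromosome, with a mean after 25 Mb of -7.4 and -12.9 in the Bama pig GOM replicates and 3.4 and 11.6 in the wild boar GOM replicates, and it disagreed between replicates, so the change of these bins is not separated from that of the chromosome. The TPM of GATA3 was 21.45 and 2.28 in Bama pig GOM and 3.14 and 2.07 in wild boar GOM. Its log2 fold change was -1.57 (standard error 0.86, adjusted p = 0.636 from edgeR's test). The direction rested on Bama pig GOM replicate 1, without which the log2 fold change was 0.69.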

Typically, GATA binding protein 3 (GATA3) (Fig. 4d) acts as a master of many trades in immune regulation [33]. In addition, genes associated with basic cellular functions (e.g., negative regulation of anion transport, ribosomal large subunit biogenesis and negative regulation of protein phosphorylation), morphogenesis and endocrine processes were also enriched in wild boar-restricted compartment A regions in the GOM.

### Comparison of TAD structure in ATs in wild boars and Bama pigs

At a finer scale, the mammalian genome is partitioned into TADs that serve as fundamental regulatory chromatin structures and are largely conserved across tissues and species [5]. 

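The TADs used here are the authors' lists for wild boar GOM, wild boar ULB, Bama pig GOM and Bama pig ULB, 1 list per group, called on merged replicates in 20-kb bins. The list for Bama pig ULB also draws on the Bama pig ULB library whose other values were not used here. With 1 list per group there is no replicate check, and the contacts behind a boundary are unknown. The point between neighbouring TADs was taken as a boundary where the gap between them was at most 400 kb. Boundaries of both breeds were matched within 40 kb. The directionality index, the insulation score and the contact frequencies were not analysed here.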

To understand how TADs in adipose depots differ in the two pig breeds, we defined TADs using a DI [5] and IS [24] algorithms at 20-kb resolution. These values were highly reproducible in the biological replicates (Additional file 3: Fig. S3a) (Spearman’s *r* (DI) > 0.93; Spearman’s *r* (IS) > 0.97); therefore, we merged the replicates and defined an average of 3845 (3682 to 3942) TADs in each AT. 

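The lists held 3682 TADs in Bama pig GOM, 3906 in wild boar GOM, 3942 in Bama pig ULB and 3850 in wild boar ULB, a mean of 3845. The median TAD size was 460 kb in Bama pig GOM and 440 kb in each of the other 3 groups. The middle 50% of sizes in Bama pig GOM reached from 320 to 660 kb, and in wild boar GOM from 320 to 620 kb. The TADs covered between 1978.5 Mb, in Bama pig GOM, and 2002.6 Mb, in Bama pig ULB.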

The numbers and sizes of TADs in both the ULB and the GOM were similar in wild boars and Bama pigs (Additional file 3: Fig. S3b, c). 

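The transcription start sites of placed genes were counted in the 20-kb bins at boundaries and in bins 200 to 500 kb away. Bins at boundaries held 0.178 start sites in Bama pig GOM, 0.187 in wild boar GOM, 0.192 in Bama pig ULB and 0.203 in wild boar ULB. The distant bins held between 0.127 and 0.13. The ratio was 1.4 in Bama pig GOM, 1.47 in wild boar GOM, 1.51 in Bama pig ULB and 1.56 in wild boar ULB. With bins 100 to 200 kb away it lay between 1.41 and 1.57. Contact frequencies within and outside TADs were not analysed here.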

We found that the TAD boundaries enriched genes compared to the flanks (Additional file 3: Fig. S3d) and the contact frequency within the TAD was higher than that outside (Additional file 3: Fig. S3e). These findings are in line with the general characteristics of TADs [5] and indicate the reliability of our TADs. We then performed cross-breed comparisons and found that the majority of TAD boundaries (~ 97.11% in the ULB, ~ 97.03% in the GOM) were conserved and that only a small portion of boundaries were gained or lost as wild boar- or Bama pig-specific boundaries (121 [2.89%] in the ULB and 189 [2.97%] in the GOM) (Fig. 5a, b; Additional file 5: Table S4). 

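In the GOM the lists gave 3811 boundaries in wild boar and 3563 in Bama pig, and 91.52% of them had a boundary of the other breed within 40 kb. The other 625 had none, 428 of wild boar and 197 of Bama pig. In the ULB there were 3752 boundaries in wild boar and 3862 in Bama pig, 92.7% of them matched, and 556 were not, 232 of wild boar and 324 of Bama pig. The paper's further condition on the correlation of the directionality index was not applied, since the lists give positions alone. With boundaries asked to coincide exactly, the shares were 87.58% in the GOM and 89.58% in the ULB. Between the depots of a breed, 90.2% of the boundaries matched in wild boar and 88.22% in Bama pig. Each of these shares was lower than those between the breeds within a depot.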

Comparison of the features of conserved and breed-specific TAD boundaries showed that conserved boundaries have stronger insulation in all adipose depots (Fig. 5c).

**Fig. 5:**
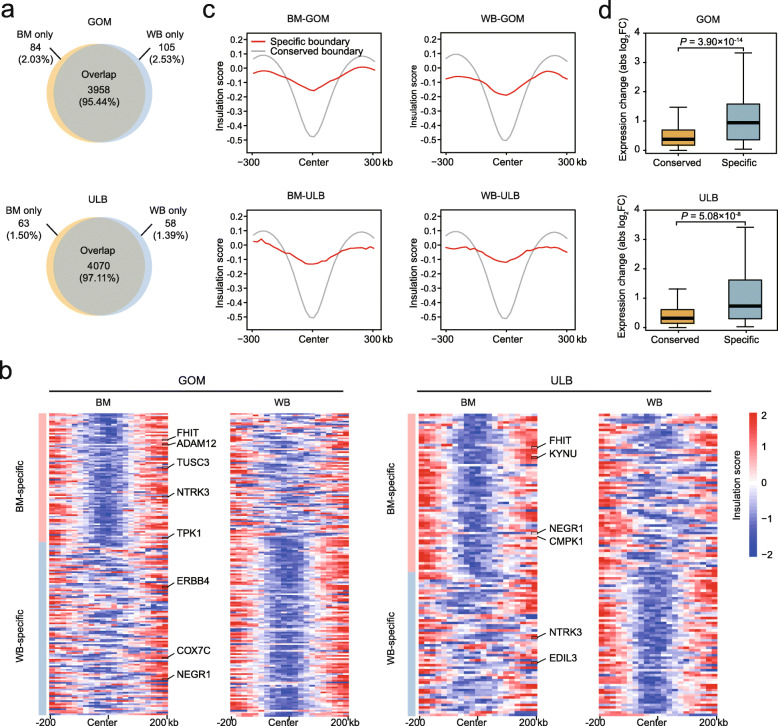
TAD boundaries are largely stable in wild boar and Bama pig ATs. (**a**) Overlap of TAD boundaries in WB and BM ATs. (**b**) Average insulation scores in a 400-kb region centered on breed-specific boundaries of WB and BM ATs. (**c**) Average insulation score between breed-conserved and breed-specific boundaries in each AT. (**d**) Absolute value of expression change for genes localized in breed-conserved (*n* = 11,095 in GOM, *n* = 10,841 in ULB) or breed-specific TADs (*n* = 109 in GOM, *n* = 73 in ULB). *P* values were calculated using the Wilcoxon rank-sum test

Finally, we examined the genes in breed-specific TADs and conserved TADs. 

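A TAD was taken as breed-specific when neither of its boundaries lay within 40 kb of a boundary of the other breed. This left 111 wild boar and 41 Bama pig TADs in the GOM, and 52 TADs of each breed in the ULB. In the GOM the median absolute log2 fold change was 0.438 over 146 expressed genes in these TADs and 0.396 over genes in the other TADs. The difference of 0.043 was not larger than chance gave (p = 0.175, two-sided permutation test on the rank sum across genes). In the ULB it was 0.574 over 105 genes and 0.568 over the others, a difference of 0.007 (p = 0.503, same permutation test). Among 10000 random lists of the same size matched on mean expression, the median of the GOM genes lay at percentile 66.4 and that of the ULB genes at percentile 51.3. For GOM genes with a mean TPM of at least 1, the difference was -0.009 (p = 0.543, same permutation test). From the difference in expression that it finds, the paper proposes that rebuilt TADs affect gene expression.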

We found that genes within breed-specific TADs showed significant differences in expression between wild boar and Bama pigs compared with genes in conserved TADs (Fig. 5d), suggesting that reconstruction of TADs between pig breeds affects gene expression. In the comparison between pig breeds, we identified 33 and 43 expressed genes (gene expressed in at least one breed [TPM > 0.1 for both replicates]) within breed-specific TADs with clear gene symbol in the Ensembl database (Release 102) in the ULB and the GOM, respectively. Some of these genes, such as *NEGR1*, *EDIL3*, *CMPK1*, *COX7C*, *FHIT*, *TPK1*, *ADAM12* and *ERBB4*, are related to metabolic pathways (Fig. 5b).

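The expression of 7 of these genes in the GOM was compared with edgeR's quasi-likelihood test, 2 wild boar against 2 Bama pig libraries. COX7C (ENSSSCG00000040325), on chromosome 2 from 94345436 to 94347709, had a log2 fold change of 0.89 (standard error 0.56, adjusted p = 0.664 from edgeR's test). FHIT (ENSSSCG00000035818), on chromosome 13 from 41443963 to 42884799, had 0.95 (standard error 0.61, adjusted p = 0.674 from edgeR's test). CMPK1 (ENSSSCG00000003885), on chromosome 6 from 164161439 to 164197429, had -0.36 (standard error 0.38, adjusted p = 0.784 from edgeR's test). These 3 genes kept their direction when each library was left out, with log2 fold changes from 0.37 to 1.68 for COX7C, from 0.17 to 1.43 for FHIT and from -0.75 to -0.07 for CMPK1. For the other 4 genes the direction changed when a library was left out. The log2 fold change was -0.38 for NEGR1 (from -3.39 to 0.75 over the fits that each left out a library) and -0.69 for EDIL3 (from -1.43 to 1.07). It was 0.76 for ADAM12 (from -0.41 to 1.38) and -0.17 for ERBB4 (from -0.80 to 0.25). None of the 7 genes passed edgeR's adjusted threshold. EDIL3 (ENSSSCG00000026780), on chromosome 2 from 92122495 to 92554351, was the only one of the 7 inside a breed-specific TAD by the matching of boundaries used here, a Bama pig TAD in the GOM. In the ULB, without a test, the log2 fold changes of the 7 genes lay between -0.65 for ADAM12 and 1.01 for COX7C.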

### Rewiring of promoter-enhancer interactions (PEIs) in ATs in wild boars compared to Bama pigs

Compared to TADs, PEIs are more dynamic across tissues and developmental stages and are thought to be closely associated with the regulation of gene expression [34, 35]. We identified ~ 42,644 PEIs in each AT at 10-kb resolution using PSYCHIC (replicates were merged and reached ~ 98.74% of the 10-kb bins that had at least 1000 reads), overlapping ~ 14,733 genes (Additional file 6: Table S5). More than 70% of PEIs were restricted to TADs, and more than 60% of PEIs bypassed the closest putative enhancer to interact with more distal *cis*-regulatory elements (Additional file 3: Fig. S4a, b). Gene expression was positively correlated with the number of PEIs (Additional file 3: Fig. S4c). We also used our previously introduced regulatory potential score (RPS) to explore the regulatory effects of PEIs on individual genes [12] and found that increased gene expression was associated with enhanced RPS (Additional file 3: Fig. S4d). These findings demonstrate the accuracy of PEI calling in our study. In contrast to the largely conserved A/B compartments and TAD structures, most PEIs were extensively rewired between wild boar and Bama pig ATs (Fig. 6a).

**Fig. 6:**
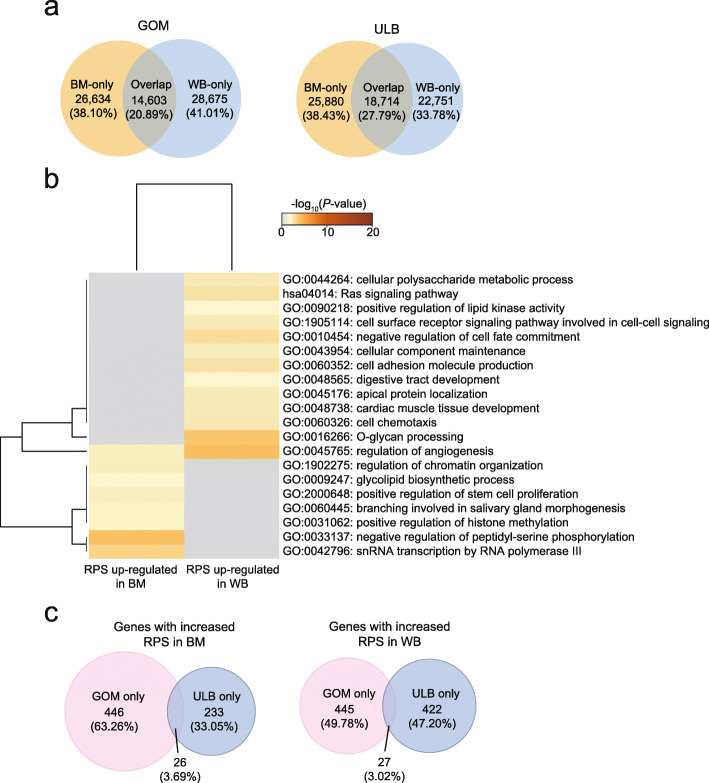
PEI rewiring in wild boar and Bama pig ATs. (**a**) Overlap of PEIs between WB and BM ATs. (**b**) Functional enrichment of genes that associated with meaningful differences in RPS between Bama pigs and wild boar. (**c**) Overlap between the ULB and the GOM in genes with meaningful changes in RPS

To understand how the extensive rewiring of PEIs may contribute to changes in the transcriptome, we compared the RPS for each gene and identified genes associated with meaningful differences in RPS between wild boar and Bama pig. 

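The regulatory potential scores are the paper's, and their table was set against the expression values used here. These lack Bama pig ULB replicate 1, which the study used. In the GOM, the fold changes that the study lists were nearest to those computed without Bama pig GOM replicate 1. The shares below therefore do not tell how far expression followed the score in the study's own values. The contacts from which the scores were computed were not analysed here. The GOM list has 419 genes, and 392 of them have a log2 fold change from edgeR's fit of the 4 GOM libraries. The sign of that fold change equalled the sign of the change in score for 276 genes, 70.4% (Wilson 95% interval 65.7 to 74.7). None of the 392 genes was called by edgeR, and 24 had an unadjusted p below 0.05. Without Bama pig GOM replicate 1 the share was 97.4%, and without Bama pig GOM replicate 2 it was 57.7%. In the ULB list, 346 of 367 genes have a log2 fold change from 2 wild boar libraries and 1 Bama pig library. The sign equalled that of the change in score for 141 genes, 40.8% (Wilson 95% interval 35.7 to 46.0). The study chose both lists on these animals by the same 2 measures, so these shares are not independent evidence.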

After combining PEI rewiring events, a set of 787 genes (368 in the ULB, 419 in the GOM) whose changes in expression were consistent with the observed RPS changes were identified (Additional file 7: Table S6). Of these, 371 genes engaged in more interactions in wild boars than in Bama pigs, and this was followed by increased gene expression, while 416 genes exhibited fewer interactions in wild boars than in Bama pigs, and these genes were expressed at lower levels in wild boars than in Bama pigs. 

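By the scores listed in the paper's Table S6, summed over both depots, the score is higher in wild boar for 416 genes and lower for 370. With the expression values used here, 176 of the 254 GOM genes with a higher listed score in wild boar also had a higher expression in wild boar. Of the 138 GOM genes with a lower listed score, 100 had a lower expression. In the ULB these numbers were 50 of 140 genes with a higher score and 91 of 206 genes with a lower score.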

Functional enrichment analysis showed that genes with increased RPS and expression level in Bama pigs were enriched in categories related to basic cellular functions, (e.g., ‘regulation of chromatin organization’, ‘positive regulation of histone methylation’, ‘snRNA transcription by RNA polymerase III’,' negative regulation of peptidyl-serine phosphorylation’), glycolipid biosynthesis, angiogenesis and stem cell proliferation (Fig. 6b). Genes with increased RPS and expression level in wild boars were associated with energy metabolism (e.g., ‘cellular polysaccharide metabolic process’, ‘Ras signaling pathway’, ‘positive regulation of lipid kinase activity’), angiogenesis, cell-cell signaling, development and immune responses (e.g., ‘cell adhesion molecule production’ and ‘cell chemotaxis’) (Fig. 6b).

Notably, similar to A/B compartment switching, most of these concordant genes differed in an AT-type-specific manner (Fig. 6c). Therefore, we further compared the functions of these AT-specific altered genes. 

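Of the genes listed for the GOM or the ULB in the paper's Table S6, 22 are listed for both depots. The listed change in score has the same direction in both depots for 15 of these 22. An expression fold change could be computed here in both depots for 18 of them, and it had the same sign in both depots for 8.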

For the genes with high RPS in wild boars, we observed functional heterogeneity between ULB-specific and GOM-specific changed genes. We found that the genes with a specific high RPS in the ULB were enriched in a few categories, including ‘regulation of epithelial cell proliferation’ and ‘p53 signaling pathway’ (Additional file 3: Fig. S5a). Previous studies have shown that p53 signaling is involved in the negative regulation of adipogenesis. For example, *AKT3*, which can inhibit adipogenesis [36], specifically exhibited higher RPS and higher expression levels in wild boar ULB than in Bama pigs (Fig. 7a). Genes expressed in the GOM with a specific high RPS were related to angiogenesis, cell differentiation (e.g., ‘negative regulation of cell fate commitment’ and ‘glial cell differentiation’), energy metabolism (e.g., ‘regulation of kinase activity’ and ‘positive regulation of lipid kinase activity’), and morphogenesis (e.g., ‘tissue morphogenesis’) (Additional file 3: Fig. S5a). In addition, we observed that GOM-specific changed genes were also overrepresented in categories associated with the immune system (e.g., ‘response to wounding’, ‘positive regulation of apoptotic process’, ‘endocytosis’ and ‘cell chemotaxis’). 

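CCL14 (ENSSSCG00000034722) lies on chromosome 12 of Sscrofa 11.1 from 39611887 to 39616050. In the GOM its TPM was 126.4 and 57.89 in the wild boar replicates and 152.91 and 49.06 in the Bama pig replicates. The log2 fold change was 0.45 (standard error 0.56, adjusted p = 0.815 from edgeR's test), so no difference larger than the spread between replicates was found. It was 1.39 without Bama pig GOM replicate 1, -0.11 without Bama pig GOM replicate 2 and -0.07 without wild boar GOM replicate 1. The log2 ratio of mean TPM in the GOM was -0.13 with a pseudocount of 0.1 or 1, so the sign depended on the scale. In the ULB the TPM was 43.69 and 48.46 in wild boar and 153.57 in the Bama pig library.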

Typically, expression of *CCL14,* a gene that encodes a chemokine, can promote the activation of immune cells [37, 38] (Fig. 7b).

**Fig. 7:**
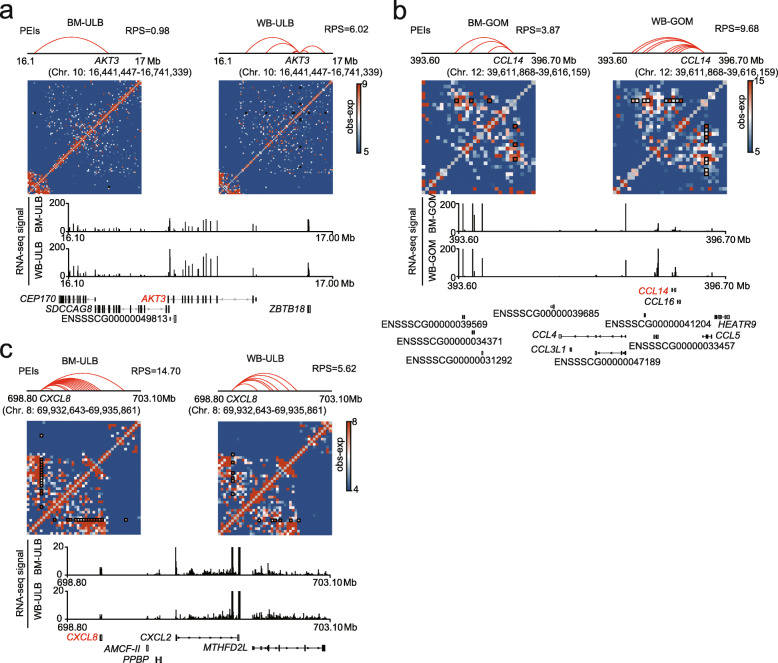
Example of genes associated with meaningful differences in RPS between wild boar and Bama pig ATs. (**a-c**) Schematic representation of the PEIs of *AKT3* (**a**), *CCL14* (**b**) and *CXCL8* (**c**). Top panel: Schematic diagram of the PEIs for target gene. Genomic regions under the gene name represents the precise gene position. Middle panel: Hi-C contact map around the target gene. The pixel enclosed by the black square is PEI. Bottom panel: RNA-seq profiles, which represents the reads signal obtained by RNA sequencing

For the genes with high RPS in Bama pigs, we found that those in the GOM with a specific high RPS were only enriched in basic cellular functions (‘negative regulation of histone modification’) (Additional file 3: Fig. S5b). The genes in the ULB with specific high RPS were related not only to basic cellular functions (e.g., ‘negative regulation of peptidyl-serine phosphorylation’ and ‘regulation of chromatin organization’) but also to disease and immune responses (e.g., ‘regulation of necrotic cell death’, ‘pathogenic *Escherichia coli* infection’, ‘regulation of viral process’) (Additional file 3: Fig. S5b); one example of such a gene is *CXCL8* (also known as *IL-8*) [39] (Fig. 7c).

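CXCL8 (ENSSSCG00000008953) lies on chromosome 8 of Sscrofa 11.1 from 69932646 to 69935861. In the ULB it had 17 and 12 estimated counts, a TPM of 2.08 and 1.52, in the wild boar replicates and 15 counts, a TPM of 2.26, in the Bama pig library. The log2 fold change was -0.35, and it lay between -0.62 and -0.09 when each wild boar library was left out. With 1 Bama pig library no test was made, and at this depth no difference in CXCL8 is claimed. The paper's log2 fold change in Table S6 is -0.690865, and its scores are 14.7025 in Bama pig and 5.62431 in wild boar.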

## Discussion

### A resource for studying the chromatin organizations of multiple porcine adipose depots in different pig breeds

Previous studies have shown that ATs can be anatomically categorized into subcutaneous adipose tissue (SAT) and visceral adipose tissue (VAT); these ATs differ in structural organization, cellular size, and biological function [40, 41]. To provide comprehensive insight into the organization of chromatin in porcine adipose tissue, we sampled one representative subcutaneous adipose depot (ULB) and one visceral adipose depot (GOM) in each of two pig breeds (i.e., Bama pig and wild boar) and performed a Hi-C study of the sampled material.

Several previous studies [10–13, 17] have characterized the architecture of chromatin in porcine tissues and cell types. These studies mainly compared chromatin organization between species or during early development, and limited data on the differences in chromatin organization between pig breeds were presented. Thus, our study provides a resource to fill this gap to a certain extent. Additionally, our Hi-C data also allowed the investigation about the specific regulation of the different adipose depots.

### Analysis of compartments across pig breeds

In this study, we identified compartment intervals at 500-kb resolution. The number and length of these intervals are similar to those in muscles of pig fetuses [13] or in pig liver cells at 500-kb resolution [10]. Additionally, we also identified small A/B compartments at 20-kb resolution, which termed as compartmental domains in previous study [23]. These small compartments provide a more precise annotation of A/B status in the pig genome, and can be used as a resource for studying the fine regulation effect of A/B compartment on genes in pigs.

We observed that 1.36% (ULB) to 2.41% (GOM) of the genomic regions represented compartment states that were switched between the two pig breeds. These percentages are lower than the percentage previously reported for compartment switching during the development of porcine muscle from 35 to 80 days of gestation (~ 11.43%) [12] and slightly lower than the percentage reported for porcine muscle from 90 to 110 days of gestation (~ 3%) [13]. Our findings suggest that A/B compartments are mostly conserved between adult Bama pigs and wild boars. Notably, the genes within compartment-switched regions between Bama pigs and wild boars were more likely to be depot-specific, reflecting the complexities of ATs from the perspective of 3D genome architecture.

### TADs are stable between Bama pigs and wild boars

In addition to A/B compartments, TAD boundaries in different adipose depot types are largely conserved between the two pig breeds, consistent with the previously reported stability of TADs across different cell types and species [5]. Previous studies have shown that alterations in TAD structure can lead to the acquisition or loss of precise architecture (e.g., PEI) related to gene regulation [42]. We found that the expression of genes within breed-specific TADs is more dynamic than that of genes within conserved TADs, supporting the idea that TADs have a regulatory role. Additionally, we found that conserved TAD boundaries have higher insulation strengths than breed-specific boundaries in all adipose depots, implying an association between boundary stability and insulation strength. Similar results were obtained in a previous cross-species comparative study [10]. This finding suggests that insulation strength has the potential to predict the stability of TAD boundaries.

### Extensive reorganization of PEIs between Bama pigs and wild boars

Hi-C requires deep sequencing to characterize PEIs. To increase the detection power of the method, we merged replicates and used the combined data to identify PEIs at 10-kb resolution. Using a series of strict criteria in the PSYCHIC algorithm, we identified ~ 42,644 PEIs for each adipose depot, indicating that enhancers are universal regulatory elements in the pig genome. The expression levels of genes were positively correlated with the number of enhancers, in agreement with the finding that enhancer effects on target gene transcription are additive [43, 44]. Many enhancers often ‘skip’ nearby genes in favor of interactions with more distally located genes [45–47]. Our constructed PEI profiles that assign putative enhancers to gene promoters may provide a resource for studying long-range gene regulation of pig ATs.

Compared with TADs and compartments, the promoter–enhancer interactome is more dynamic between the two studied pig breeds, consistent with the idea that chromatin structure may perhaps be more extensively reorganized locally [48]. Furthermore, the PEIs that are rewired between wild boar and Bama pigs may also provide a candidate set of *cis*-regulatory elements that may contribute to phenotypic differences between the breeds.

Dynamic PEIs are widely involved in biological functions. In addition to terms related to adipose-specific functions (e.g., energy metabolism), some pathways related to basic cell functions also showed significant enrichment. This highlights the complexity of function of the adipose depots of Bama pigs and wild boars. Moreover, the genes associated with PEIs that were differently organized in the two pig breeds differed between the GOM and the ULB. For example, genes related to the p53 signaling pathway were associated with specifically remodeled PEI structures in the ULB in the two pig breeds. Given that p53 signaling can negatively regulate adipogenesis [49, 50], this finding implies that these changes may be related to the difference in backfat phenotype between Bama pigs and wild boars. Hence, our results also provide information that increases the current understanding of the roles of different adipose depots in various pig breeds.

## Conclusions

We report here a comparative analysis of three-dimensional genome organization in the fat depots of Bama pigs and wild boars. In a hierarchical model of chromatin organization, large chromatin structures, including A/B compartments and TADs, are mostly conserved between Bama pigs and wild boars. Conversely, PEIs have been widely rewired, indicating that PEIs have greater potential to regulate the phenotypic differences between pig breeds. Differences in chromatin organization among pig breeds are associated with fine-tuning of gene expression levels and involve genes with a broad spectrum of biological functions. Additionally, these changes in chromatin structure among breeds are heterogeneous between the GOM and the ULB. These findings provide an understanding of how the chromatin architecture in adipose depots differs among pig breeds. Our study can also be used as a resource to decipher the regulatory mechanisms that result in phenotypic differences among pig breeds.

## Supplementary Information

**Additional file 1: Table S1.** Nutrient levels in the experimental diets.

**Additional file 2: Table S2.** Sample and data information for Hi-C.

**Additional file 3: Fig. S1.** Evaluation of Hi-C data in wild boar and Bama pig adipose tissues. (a) Hi-C map resolutions at various bin sizes. The maximum resolution was defined as the smallest bin size at which 80% of loci had at least 1000 intra-chromosomal contacts. (b) Ratio of *cis* to *trans* interactions in total valid contacts. (c) Proportions of long-distance (> 20 kb) components in *cis* interactions. (d) Log-log contact frequency as a function of genomic distance. **Fig. S2.** Characteristics of compartments A/B. (a) Proportions of A and B compartments in each sample. (b) Genomic features (GC content, gene density and gene expression) in compartments A and B in each sample. *P* values were calculated by Wilcoxon rank-sum test. The number represents the population size (20 kb bins) in comparison. (c) The percentage of genomic regions shows stable or changed compartment states between different resolutions in each sample. **Fig. S3.** Characterization of TADs in wild boar and Bama pig ATs. (a) Spearman’s correlation heatmap of the directionality index (DI) and insulation score (IS) between WB and BM ATs. (b) Bar plot showing the TAD number in each AT. (c) Distribution of TAD size in each AT. The horizontal line represents median TAD size, boxes indicate the 25th and 75th percentiles, and whiskers correspond to the 1.5× interquartile range. The median TAD size in each AT is shown above the boxplot. (d) The number of PCGs surrounding boundary regions in each AT. (e) Log-log contact frequency as a function of the genomic distance (≤ 2 Mb) within TAD and out of TAD in each AT. **Fig. S4.** Characterization of PEIs. (a) Percentage of PEIs located within or across TADs. (b) Percentage of promoters that interact with the nearest putative enhancers (no-skipping) and the percentage of those that skip at least one enhancer (skipping). (c) Expression level of genes with different interacting enhancer numbers in each AT. *P* values were calculated using the Wilcoxon rank-sum test. (d) Expression of genes in different RPS categories in each AT. *P* values were calculated using the Wilcoxon rank-sum test. **Fig. S5.** Function of genes with ULB-specific or GOM-specific RPS changes cross wild boar and Bama pigs.

**Additional file 4: Table S3.** A/B compartments in each adipose depot.

**Additional file 5: Table S4.** Conserved and breeds-specific TAD boundary positions.

**Additional file 6: Table S5.** Identified PEIs in each adipose depot.

**Additional file 7: Table S6.** Genes with covariation between expression and RPS.

**Additional file 8: Table S7.** Differentially expressed genes between two pig breeds.

## Data Availability

The datasets generated or analysed during this study are included in this published article are available from the Gene Expression Omnibus with the accession number GSE183447, GSM4942849 and GSM4943208.

## Abbreviations

ATs: Adipose tissues
BM: Bama pig
DI: Directionality index
GO: Gene Ontology
GOM: Greater omentum
Hi-C: High-throughput chromatin conformation capture
IS: Insulation score
KEGG: Kyoto Encyclopedia of Genes and Genomes
PEIs: Promoter-enhancer interactions
RPS: Regulatory potential score
SCC: Stratum-adjusted correlation coefficient
TADs: Topologically associating domains
TPM: Transcripts per million
ULB: Upper layer of backfat
WB: Wild boar

# Supplementary material for: Reorganization of 3D genome architecture across wild boar and Bama pig adipose tissues
**Source:** J Anim Sci Biotechnol. 2022 Mar 12;13:32. doi: 10.1186/s40104-022-00679-2
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S1. Evaluation of Hi-C data in wild boar and Bama pig adipose tissues. (a) Hi-C map resolutions at various bin sizes. The maximum resolution was defined as the smallest bin size at which 80% of loci had at least 1000 intra-chromosomal contacts. (b) Ratio of cis to trans interactions in total valid contacts. (c) Proportions of long-distance (> 20 kb) components in cis interactions. (d) Log-log contact frequency as a function of genomic distance. Fig. S2. Characteristics of compartments A/B. (a) Proportions of A and B compartments in each sample. (b) Genomic features (GC content, gene density and gene expression) in compartments A and B in each sample. P values were calculated by Wilcoxon rank-sum test. The number represents the population size (20 kb bins) in comparison. (c) The percentage of genomic regions shows stable or changed compartment states between different resolutions in each sample. Fig. S3. Characterization of TADs in wild boar and Bama pig ATs. (a) Spearman’s correlation heatmap of the directionality index (DI) and insulation score (IS) between WB and BM ATs. (b) Bar plot showing the TAD number in each AT. (c) Distribution of TAD size in each AT. The horizontal line represents median TAD size, boxes indicate the 25th and 75th percentiles, and whiskers correspond to the 1.5× interquartile range. The median TAD size in each AT is shown above the boxplot. (d) The number of PCGs surrounding boundary regions in each AT. (e) Log-log contact frequency as a function of the genomic distance (≤ 2 Mb) within TAD and out of TAD in each AT. Fig. S4. Characterization of PEIs. (a) Percentage of PEIs located within or across TADs. (b) Percentage of promoters that interact with the nearest putative enhancers (no-skipping) and the percentage of those that skip at least one enhancer (skipping). (c) Expression level of genes with different interacting enhancer numbers in each AT. P values were calculated using the Wilcoxon rank-sum test. (d) Expres

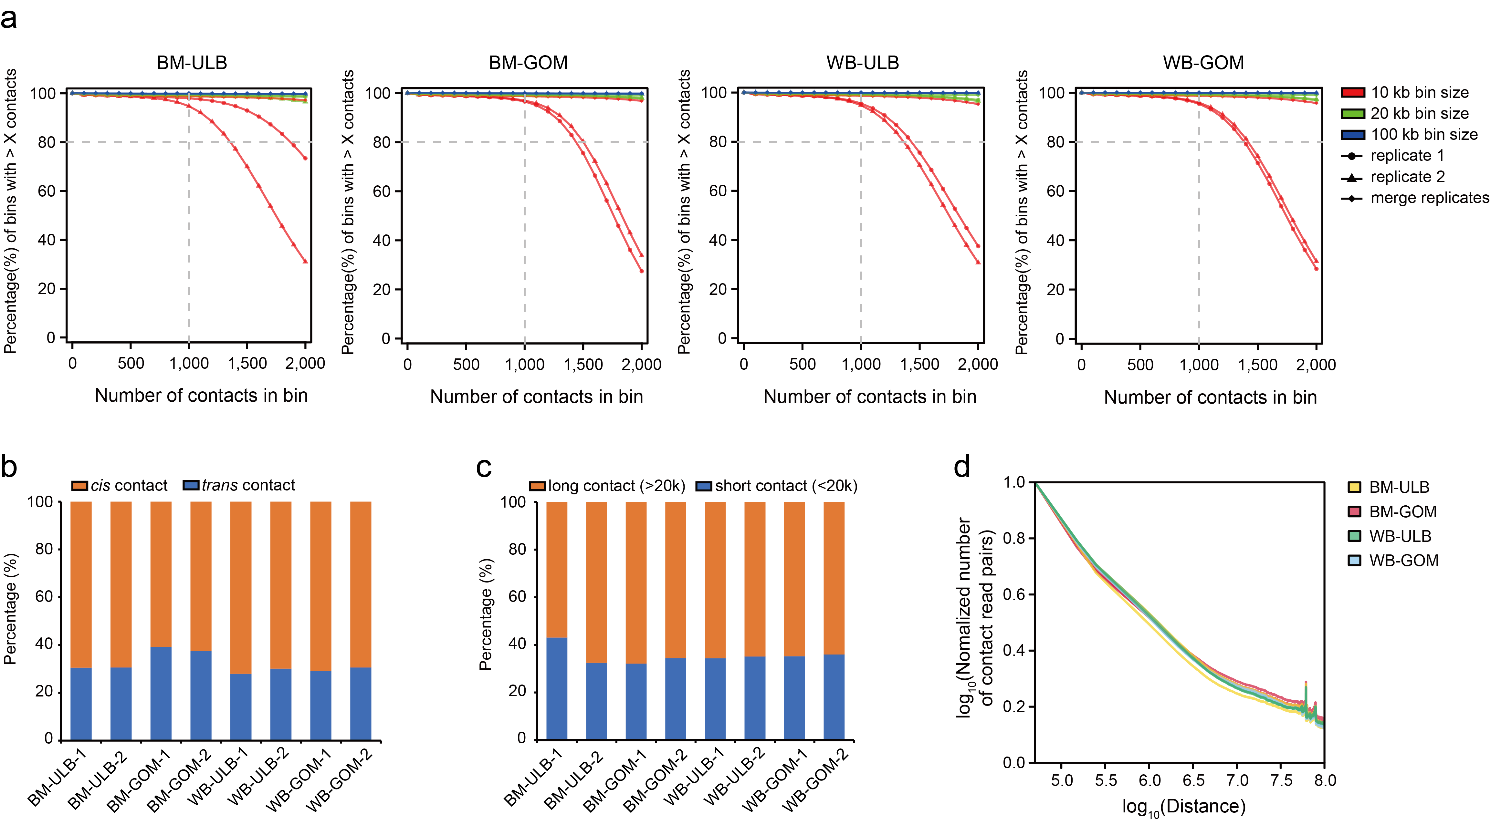

**Fig. S1 Evaluation of Hi-C data in wild boar and Bama pig adipose tissues.**

(a) Hi-C map resolutions at various bin sizes. The maximum resolution was defined as the smallest bin size at which 80% of loci had at least 1000 intra-chromosomal contacts. (b) Ratio of *cis* to *trans* interactions in total valid contacts. (c) The proportions of long-distance (> 20 kb) components in *cis* interactions. (d) Log-log contact frequency as a function of genomic distance.

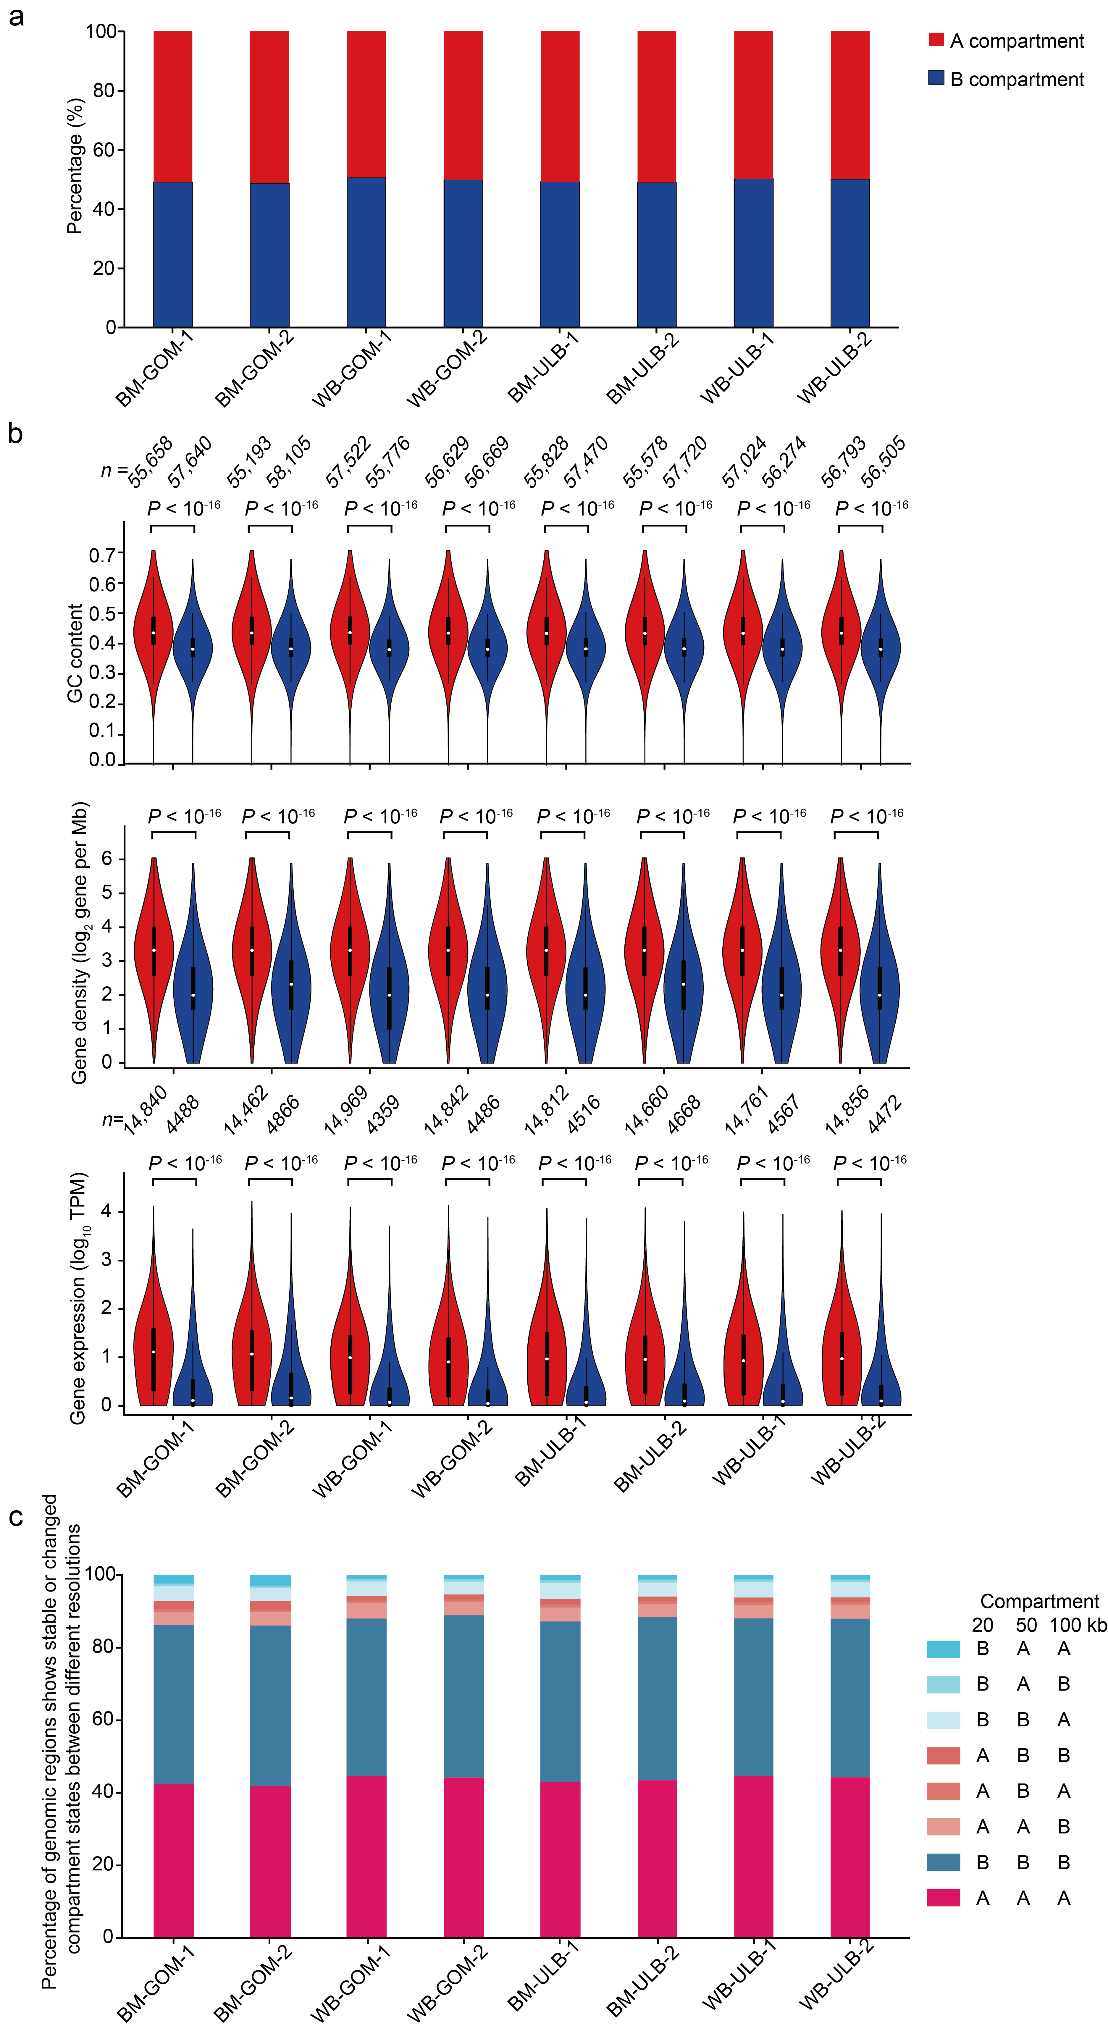

**Fig. S2 The characteristics of compartments A/B**

(a) The proportions of the A and B compartments in each sample. (b) Genomic features (GC content, gene density and gene expression) between compartments A and B in each sample. *P* values were calculated by Wilcoxon rank-sum test. The number represents the population size (20 kb bins) in comparison. (c) The percentage of genomic regions shows stable or changed compartment states between different resolutions in each sample.

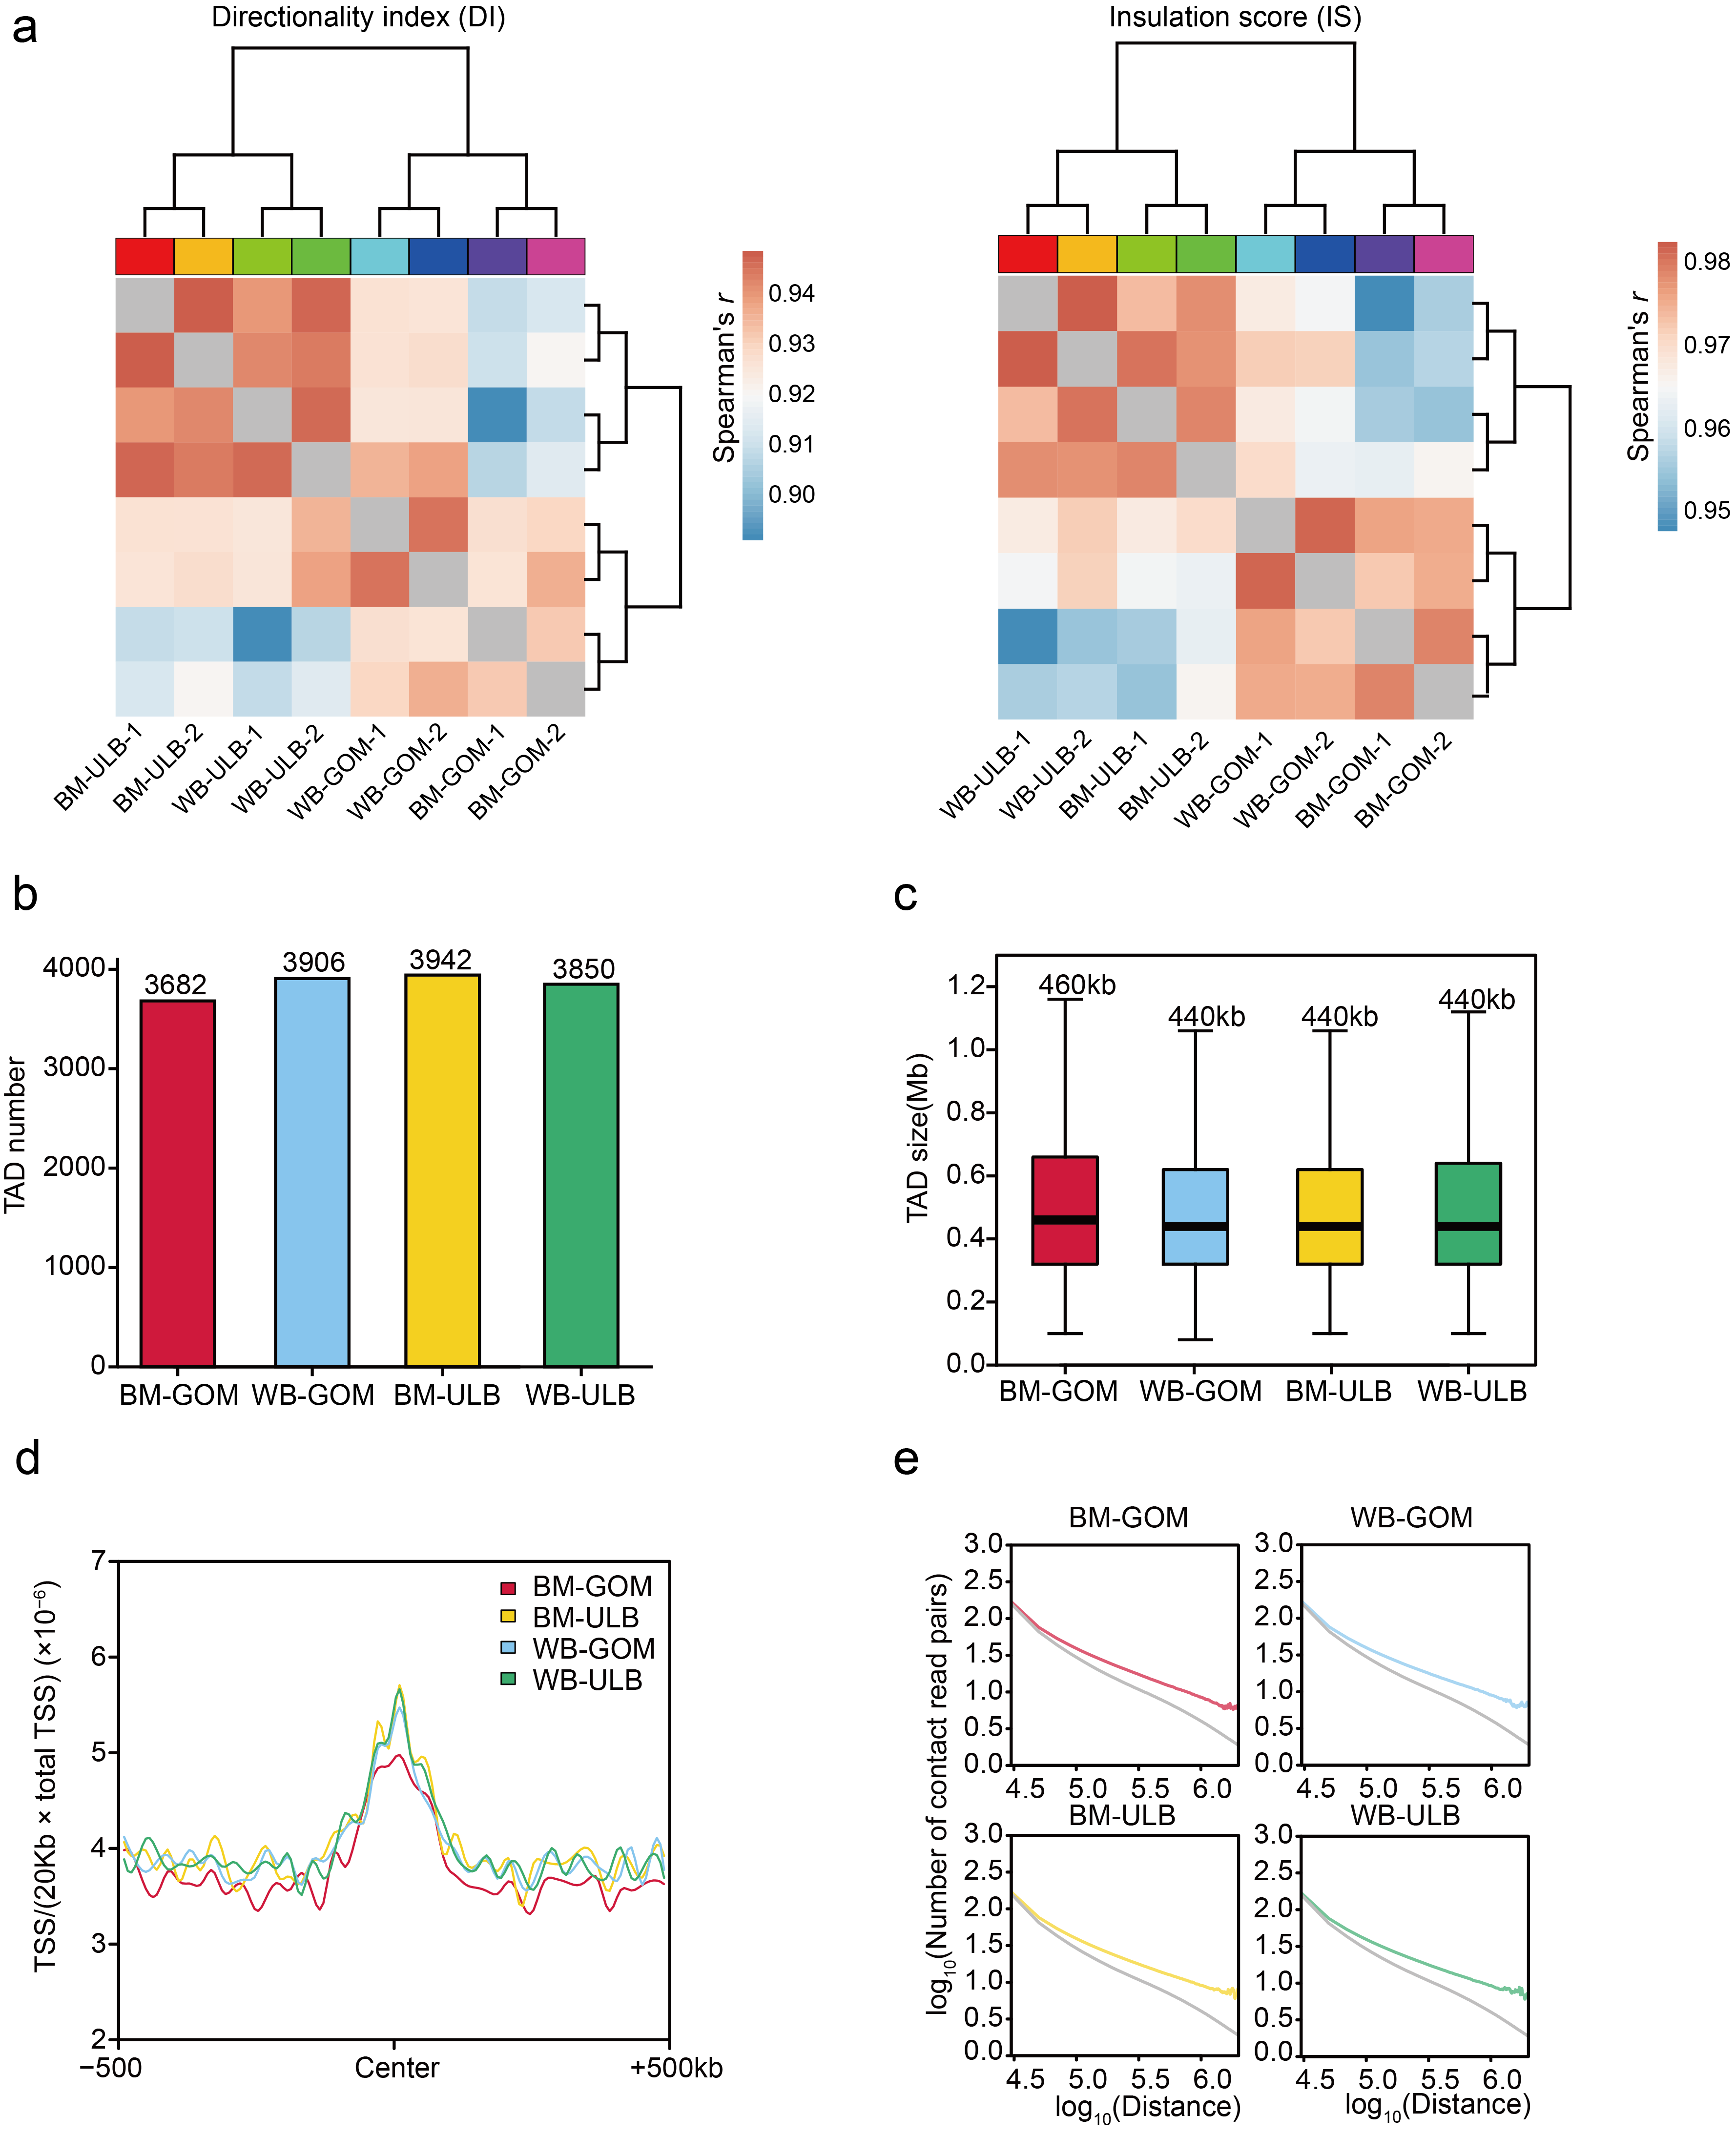

**Fig. S3 Characterization of TADs in wild boar and Bama pig ATs.**

(a) Spearman’s correlation heat map of the directionality index (DI) and insulation score (IS) between WB and BM ATs. (b) Bar plot showing the TAD number in each AT. (c) Distribution of TAD size in each AT. The horizontal line represents median TAD size, boxes indicate the 25th and 75th percentiles, and whiskers correspond to the 1.5× interquartile range. The median TAD size in each AT is shown above the boxplot. (d) The number of protein-coding genes surrounding boundary regions in each AT. (e) Log-log contact frequency that within or out of TAD as a function of the genomic distance (≤ 2 Mb) in each AT.

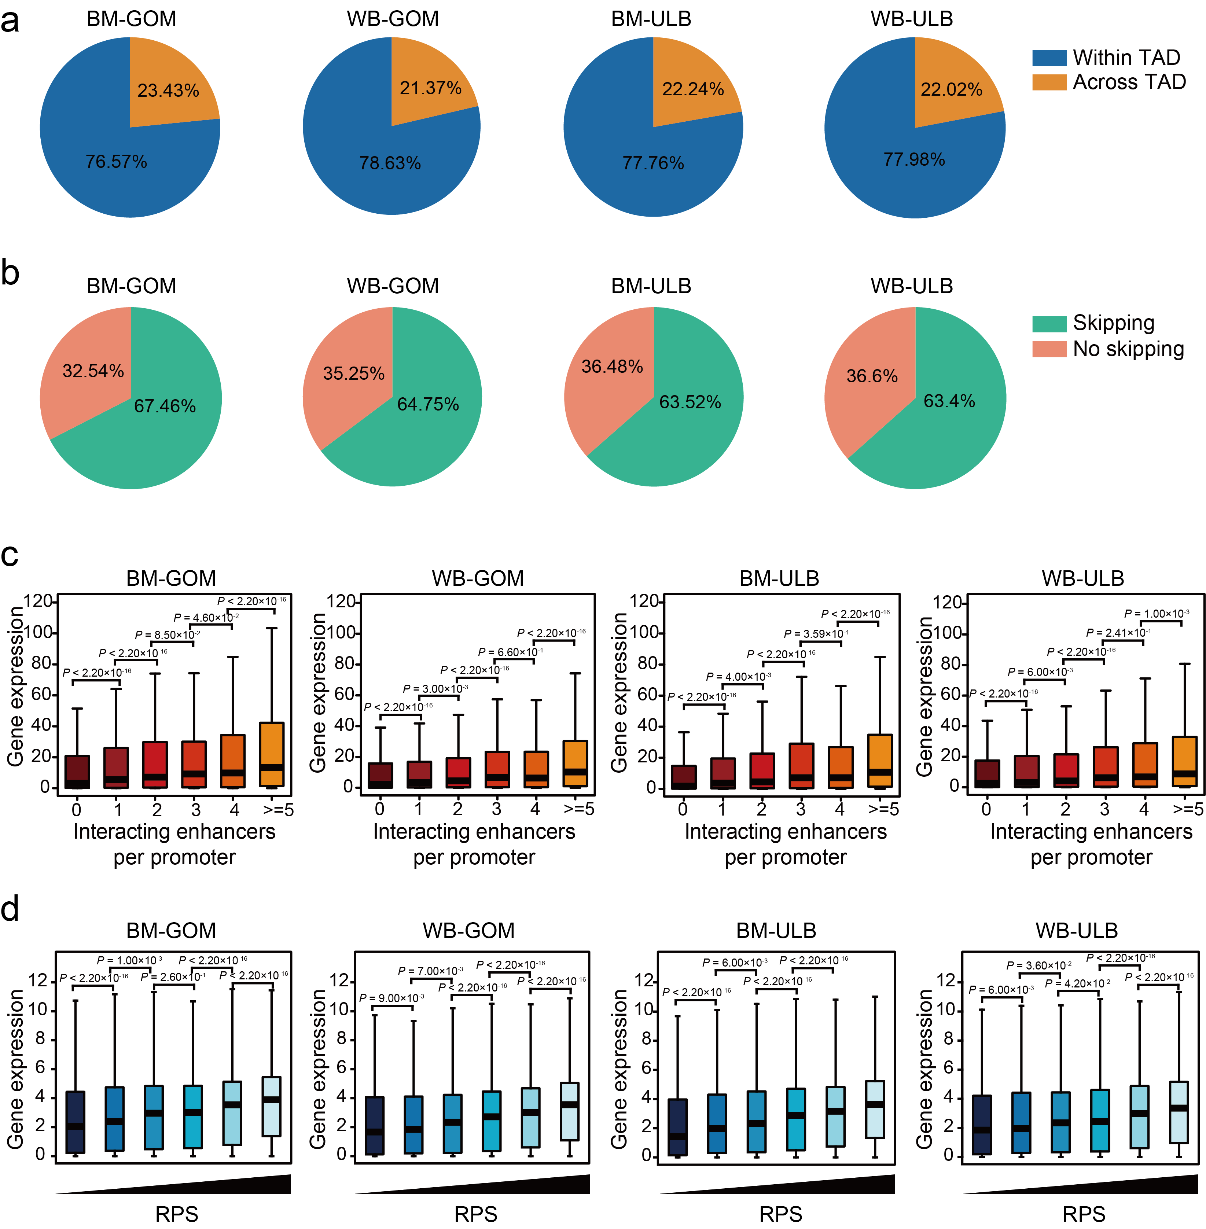

**Fig. S4 Characterization of PEIs.**

(a) Percentage of PEIs located within or across TADs. (b) Percentage of promoters interacting with the nearest putative enhancers (no-skipping) or those that skip at least one enhancer (skipping). (c) Expression level of genes with different interacting enhancer numbers in each AT. *P* values were calculated by Wilcoxon rank-sum test. (d) Expression of genes in different RPS categories in each AT. *P* values were calculated by Wilcoxon rank-sum test.

**
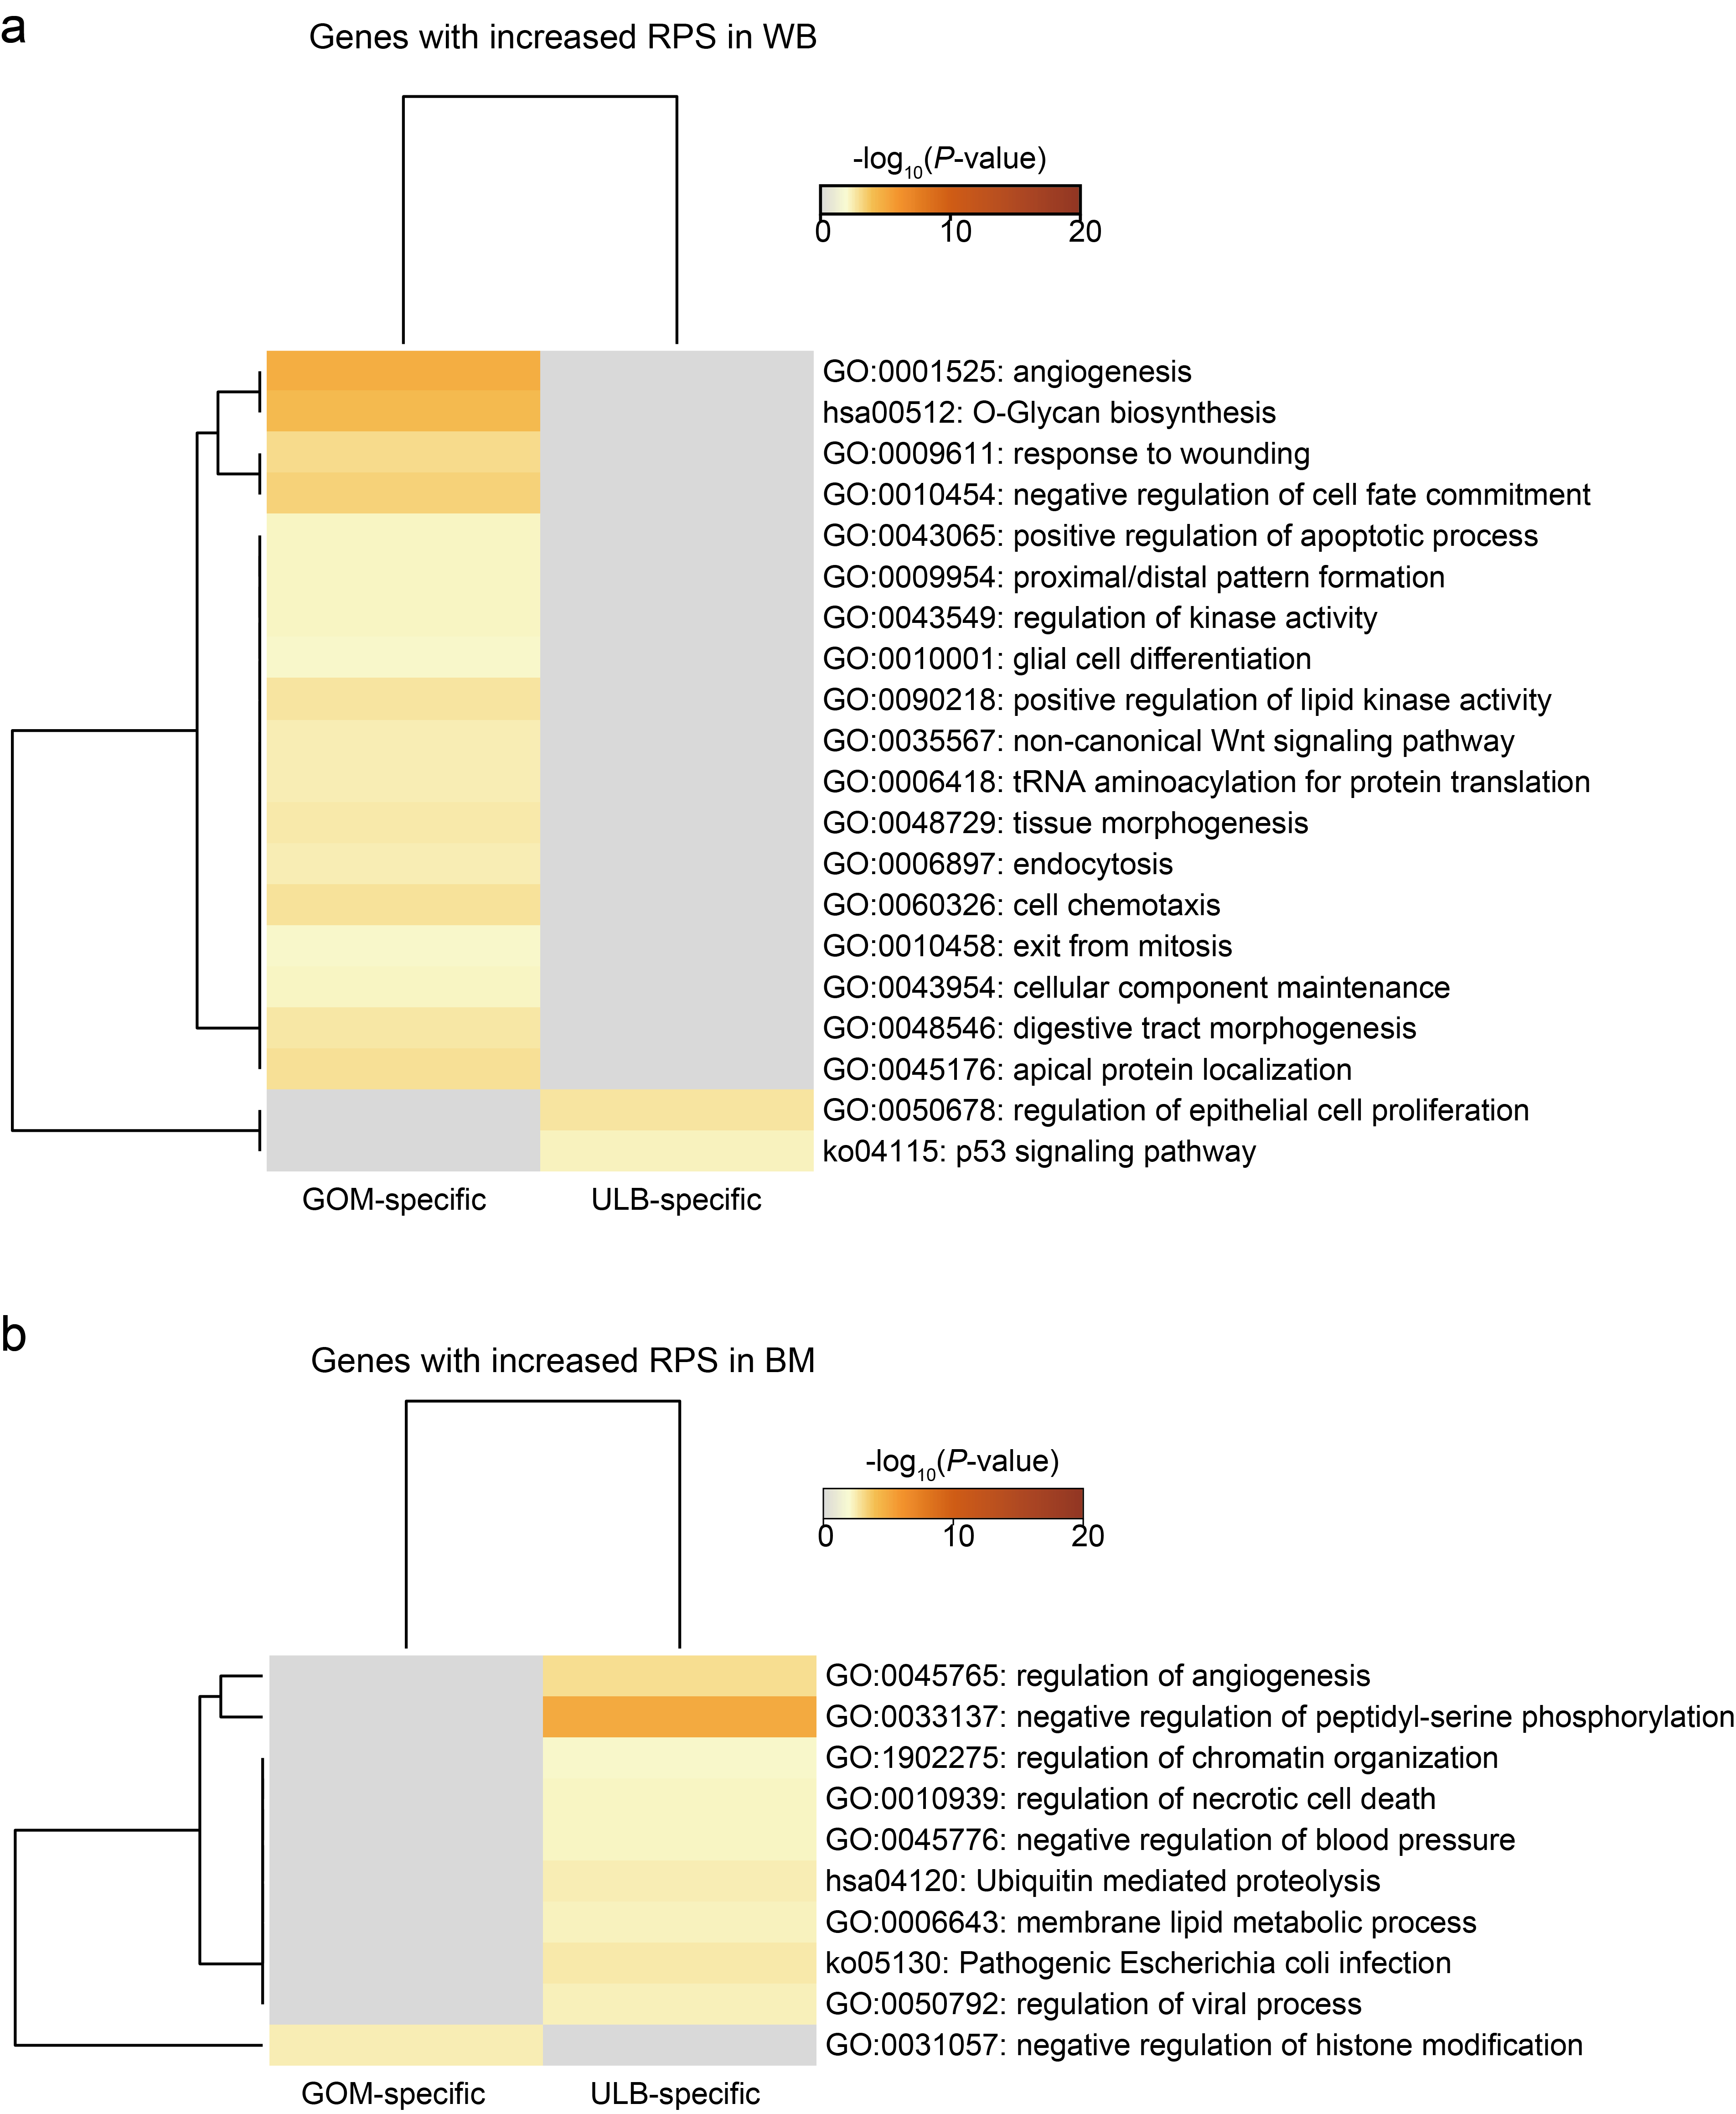
Fig. S5** Function of genes with ULB-specific or GOM-specific RPS changes cross wild boar and Bama pigs.

How the deposited data were processed for this re-analysis (not part of the article)

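Hi-C and RNA-seq values of GOM and ULB adipose tissue from wild boars and Bama pigs were analysed. Of each assay, 7 of the study's 8 libraries were used: 2 of wild boar GOM, 2 of wild boar ULB, 2 of Bama pig GOM and 1 of Bama pig ULB, which is replicate 2. Breed, depot and replicate number were taken from the sample labels and the paper, and no column was left without a library. Each library is 1 animal and depot, and the 2 animals of a breed gave both depots except for Bama pig ULB replicate 1, which was not used here.

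For RNA-seq, the authors quantified protein-coding genes with Kallisto against Sscrofa 11.1 and the Ensembl annotation, and deposited an estimated count per gene and library without normalization between libraries. The authors also deposited a TPM value per gene and library, scaled by Kallisto over transcripts that include some outside the list of genes. The estimated counts were rounded to whole numbers before testing. For compartments, the authors deposited a PC1 score per 20-kb bin and library, computed from KR and quantile normalized contact matrices, with the sign set by gene density on each chromosome. These values are named A-B indices, but they have mean 0 on each chromosome, and the numbers of positive and negative bins equal the paper's numbers of A and B bins in Fig. S2b. They were therefore read as PC1, whereas the planned test had assumed an A-B index. That test uses the sign alone and was kept. For TADs, the authors deposited the start and end of each TAD in 1 list per breed and depot, called on merged replicates from the directionality index and the insulation score. Tables S3, S6 and S7 of the paper were read for comparison.

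Genes were joined to positions and transcription start sites through their symbols in a RefSeq annotation of Sscrofa 11.1, whose 18 autosomes have the same lengths as those in the Hi-C values. This placed 13567 of 21280 genes (63.8%), 13097 of them on autosomes. GC content came from the sequence of the same reference. Coordinates count from 1.

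The breeds were compared in the GOM with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, Benjamini-Hochberg adjustment, an adjusted p below 0.05 and an absolute log2 fold change above 1, among genes with a TPM above 0.1 in both replicates of at least 1 breed. DESeq2 1.42.0 with default settings was run as an alternative. For the ULB, where 1 library stands for Bama pig, log2 CPM with a prior count of 2 was compared without a test. A bin was switched when PC1 had one sign in all wild boar libraries and the other in all Bama pig libraries of a depot. The shares of switched length in both depots were compared with a permutation of signs across 18 chromosomes (100000 resamples, two-sided). Its statistic was the unweighted mean of the differences per chromosome, while the differences printed beside its p-values are those of the genome share. Log2 fold changes of gene groups were compared with a permutation test on the rank sum (100000 resamples, two-sided). TAD boundaries of both breeds were matched within 40 kb. The sets of cell-type and tissue genes were tested with fry of limma 3.58.1, and camera was run with a preset correlation of 0.01. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

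The genes named in the text are those that the paper names in its results or labels in Figs. 4, 5b and 7, and up to 5 genes in each direction with the largest absolute log2 fold change among GOM genes past both thresholds. The latter also needed a symbol, a mean TPM of at least 1 in the higher breed, and both wild boar libraries on one side of both Bama pig libraries. Of the 4 genes called by edgeR, 1 met this rule, APOB. Values of 2 genes that the paper names are not reported here, and the counts over named genes leave them out.

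The methods were tested on simulated data. With 200 of 16615 genes changed 8-fold in each of 3 simulated sets, edgeR recovered 83.7% of the changed genes, and 6.69% of its calls were false. With the replicate number as a block, edgeR recovered 84% with 11.11% false calls, and DESeq2 recovered 88.8% with 18.38% false calls. In the simulation for 9 gene sets, fry called 0% of the unchanged sets and also missed the changed set, so with 2 libraries against 2 the absence of a call from fry carries little weight. The rule for switched bins recovered 100% of the planted switches. These lay far from 0 with little noise, so their recovery was fixed beforehand and does not speak for switches near 0. The permutation test gave a p below 0.05 in 4% of simulated comparisons without a shift and in 100% of those with a shift of 1 SD. The matching of boundaries recovered 100% of 3363 kept and 100% of 200 removed boundaries.

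The estimated counts summed to between 10833153 and 18627076 per library. A value of at most 3 counts was treated as the floor, and folds against groups at the floor are lower bounds. Floors and intervals cover counting error only. The PC1 values and the TAD lists carry no counts, so their depth is unknown and no interval is given.

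The alternatives were other normalizations and tests (DESeq2, upper-quartile normalization, a replicate block), other gene filters, other prior counts and pseudocounts, a margin on PC1, PC1 centred on the chromosome median, 100-kb windows, runs of at least 3 switched bins, each chromosome and each library left out, other distances for matching boundaries, and genes matched on expression. A margin of 10 on PC1 and the centring of chromosome 10 on each side of 25 Mb were added after seeing the data. Contact maps, the directionality index, the insulation score, promoter-enhancer interactions and functional enrichment were not analysed here. The scores derived from promoter-enhancer interactions were not recomputed, and those listed in the paper's Table S6 were compared with expression.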

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

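The tests of the resolutions of chromosome 10, of a breed difference as the whole cause there, of the number of genes detected, of exocrine pancreas, of liver as a source of SLC2A2 and of globin depletion were chosen only after the results were seen. The other tests were written down first. Table S7 of the paper had been read in part before any list of marker genes was written.

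The switched share of the autosomes was larger in the GOM than in the ULB by 1.85 percentage points when Bama pig GOM replicate 2 was set against both wild boar libraries (p = 0.00317, two-sided permutation test across 18 chromosomes). It drew attention because the same contrast gave different amounts in the 2 depots. With Bama pig GOM replicate 1 the difference was 0.56 (p = 0.194, same permutation test), so the result rests on which of the Bama pig GOM libraries is used. Without chromosome 10 the difference was 0.93 (p = 0.00715, same permutation test) with replicate 2 and 0.38 (p = 0.389, same permutation test) with replicate 1. The test itself used the unweighted mean of the differences per chromosome. With replicate 2 that mean was 2.456, and 0.777 without chromosome 10. With replicate 1 it was 0.526 and 0.202. Part of the excess therefore lies on chromosome 10 and part elsewhere. Bama pig GOM has 2 animals, and no test here separates a difference between the depots from a difference between the animals or their libraries.

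Chromosome 10 held 20.6 Mb of the 54.52 Mb switched in the GOM. The other 2 ways of parting the GOM libraries gave 0.02 and 0.0 Mb there, so the switched bins of the GOM follow the breed. The r of PC1 over the whole chromosome followed it less clearly. Between Bama pig and wild boar GOM replicate 1 it was 0.6, and between -0.791 and -0.049 for the other GOM pairs across breeds. The Bama pig ULB library had an r of -0.933 with Bama pig GOM replicate 2 and of 0.925 with wild boar GOM replicate 2. PC1 of replicates also disagreed. Between the wild boar GOM replicates r was 0.603 on chromosome 10, and between the Bama pig GOM replicates 0.737, against at least 0.965 on the other autosomes, while between the wild boar ULB replicates it was 0.96. A compartment difference between the breeds as the whole cause cannot be told apart from a difference between single libraries, because there are 2 GOM animals per breed. An explanation that PC1 follows a long-range component of this chromosome in some libraries is consistent with a weak relation to GC content in 3 of the 7. The r of PC1 with GC content on chromosome 10 was 0.148 in Bama pig GOM replicate 2, 0.144 in wild boar GOM replicate 2 and -0.031 in the Bama pig ULB library, and at least 0.399 on each other autosome of each library. It was 0.446 in Bama pig GOM replicate 1 and 0.506 in wild boar GOM replicate 1. In the wild boar ULB replicates it was 0.36 and 0.414. GC content therefore gave less sign of a long-range component in these libraries. Other values of Bama pig GOM replicate 1 go with such a component. Its mean PC1 was 13.2 over the first 25 Mb and -7.4 after it. There 30.8% of the chromosome had the state of the 500-kb intervals. For wild boar GOM replicate 1 the question stays open. The first 2 components across the libraries held 98.0% of the variance of chromosome 10 and the first alone 64.5%, while on each other autosome the first held at least 95.5%. A sign or an order of components that differs between resolutions may also contribute, since 5.8% of chromosome 10 in Bama pig GOM replicate 2 had the state of the paper's 500-kb intervals. Whether the local pattern of chromosome 10 differs between the breeds as well cannot be told apart from the long-range component. With a 10-Mb running mean subtracted, the lowest r between GOM libraries of different breeds was -0.357 on chromosome 10 and at least 0.921 on the others, but a running mean leaves part of a step at 25 Mb in place. A rearrangement or another difference between the animals stays open and was not tested.

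Transcripts of liver were present in the Bama pig libraries, a signal in genes that the paper's text does not discuss. ALB had a TPM of 292.99 and 873.47 in the Bama pig GOM replicates and 77.67 in the Bama pig ULB library, and between 1.95 and 6.6 in the 4 wild boar libraries. FGB had 40.75, 128.07 and 14.69, and between 1.52 and 2.5 in wild boar. APOA1, between 146.24 and 226.6 in all 7 libraries, did not separate the breeds, and its high level in wild boar would hide a small share of liver RNA. Of a list of 8 liver genes, 7 were higher in each of the 3 Bama pig libraries than in each of the 4 wild boar libraries, and so were 15 of 23 genes (65.2%) of a further list written before its values in these libraries were looked at. Of the first list 7 genes, and of the further list 15, are also in the paper's Table S7, which the study drew from these animals, so the lists are not fully independent of the pattern. Of the 8 further genes outside that table, 2 were higher in all Bama pig libraries. Wild boar libraries also express some of these genes, 7 of the 23 with a TPM of at least 1 in all 4. Chance gives 2.86% for 3 libraries above 4, and of all 19128 genes 11.1% met the same condition on the TPM scale and 5.5% on CPM after TMM. The tables argue against 2 explanations of the pattern in all 3 libraries. A larger number of genes detected in Bama pig libraries would raise other genes of the same level as well, but the highest number among 10000 random lists matched on mean TPM was 12. Reads of libraries of various other tissues would bring the genes of kidney, brain, testis, intestine, lung and heart, and 0 of their 36 genes were higher in all Bama pig libraries. Single Bama pig libraries do carry a few of them at a low level, SCGB1A1 at 1.67 in Bama pig GOM replicate 1, SFTPC at 6.46 and APOA4 at 4.6 in Bama pig GOM replicate 2, and SYCP3 at 4.69, SLC12A1 at 3.72 and CDH16 at 1.67 in the Bama pig ULB library, against at most 1.14 for these 6 genes in wild boar. Wild boar GOM replicate 1 in turn has UMOD at 2.05, against at most 1.54 in Bama pig. A small share of such reads in single libraries stays open. RNA of liver in the Bama pig samples or libraries, from neighbouring tissue, from handling or from a liver library, is a candidate explanation that these 15 genes leave in place, and these routes were not separated. A higher expression of these genes by Bama pig adipose tissue itself is the biological alternative, and it was not tested. APOB, called by edgeR in the GOM, belongs to the first of these lists.

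The same question bears on SLC2A2, which liver also expresses, and on NR5A2, both higher in both Bama pig GOM libraries. RNA of exocrine pancreas as their source is argued against by 5 abundant pancreas transcripts, the highest of which had a TPM of 0.34 in Bama pig GOM. Liver as the source of SLC2A2 cannot be told apart from expression in the tissue. SLC2A2 had a TPM of 1.96 in Bama pig GOM replicate 2, where ALB was highest, 1.4 in replicate 1 and 0.36 in the Bama pig ULB library, where ALB was lowest, but an order of 3 libraries is met by chance too often to decide.

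Transcripts of skeletal muscle were high in wild boar ULB replicate 1, again outside the genes that the paper discusses. Of the first list of 5 muscle genes, 4 were highest there. ACTA1 had a TPM of 114.27 there and at most 3.55 in the other 6 libraries, and TNNT3 and CKM reached 106.13 and 70.46. The exception was DES, with 26.49 there and 82.89 in wild boar GOM replicate 2. Of 15 genes of a further muscle list, written after these were seen and before its own values were looked at, 14 were highest in that library, TNNI2 at 120.41 among them. The other 6 libraries all express 3 of the 15 with a TPM of at least 1, and none is in the paper's Table S7. Muscle tissue in this backfat sample is a candidate explanation that these 14 genes leave in place. It concerns 1 animal, so a difference between the breeds is not needed to explain it, and a difference between animals was not tested.

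Red cell transcripts differed between the breeds in both depots. In the GOM HBB had a TPM of 7841.5 and 12501 in the wild boar replicates and of 170.77 and 1416.99 in the Bama pig replicates. In the ULB it had 2298.73 and 1952.64 in wild boar and 344.16 in the Bama pig library. The libraries were made with a kit that removes globin transcripts, so a different extent of removal was tested as the cause. The tables argue against it as the whole cause, because erythroid genes that are not globins moved as well. AHSP had a TPM of 43.17 and 54.04 in wild boar GOM and of 0 and 3.38 in Bama pig GOM, and ALAS2 had 33.95 and 46.91 against 1.35 and 6.24. In the ULB AHSP had 9.19 and 5.47 in wild boar and 0 in the Bama pig library, and ALAS2 had 9.29 and 7.83 against 1.6. More blood or more young red cells in the wild boar samples stays open. Of the 13 genes of a further erythroid list, 3 were higher in both wild boar GOM libraries and 4 were lower, and most of them lie near the floor or are expressed by other cells of the tissue, so this list cannot settle it. A difference between the breeds in the tissue itself or in how the samples were taken was not tested. HBB, ALAS2 and AHSP are also in the paper's Table S7.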

How the results depend on the processing

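The alternatives were set before the data were examined, apart from the margin of 10 on PC1 and the centring of chromosome 10 on each side of 25 Mb, which were chosen after seeing the data. In all, 670 alternative values were computed.

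The number of GOM genes called by edgeR was 4, 2 higher and 2 lower in wild boar. It was 167 with DESeq2, 26 without an expression filter (7 higher and 19 lower), and 1 with all 7 libraries in a single fit. The 4 genes were among the calls of DESeq2 and of the fit without a filter. With upper-quartile normalization 3 genes were called, 1 higher (33.3%) and 2 lower, and the median log2 fold change of all genes was -0.14 instead of -0.013. With a mean count of at least 10 there were 4. In the simulation DESeq2 recovered 88.8% of changed genes with 18.38% false calls, and edgeR 83.7% with 6.69%, so calls at this size were possible with both tools. For the difference in number between the tools the cause was not tested. Leaving out a library gave no call by construction.

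The replicate numbers do not pair the animals of different breeds. The correlation across genes of the deviations of same-numbered GOM libraries was 0.164. With a replicate block, edgeR called 15 genes, 6 higher and 9 lower in wild boar, including the 4, and 0 of the 9 gene sets passed fry, 2 of them with an unadjusted p below 0.05.

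The switched length depended on how far PC1 had to lie from 0 and on the number of libraries. With runs of at least 3 bins it was 23.6 Mb in the GOM, 28.77 Mb in the ULB and 52.05 Mb in either depot, against 54.52, 77.35 and 127.41 Mb. With a margin of 10 on PC1 it was 3.42, 4.48 and 7.78 Mb. Both alternatives ask more of a bin, which lowers the length by construction. Without chromosome 10 it was 33.92 Mb in the GOM. It was from 89.9 to 119.27 Mb in the GOM and from 131.27 to 135.17 Mb in the ULB across the fits that each left out one replicate, since fewer libraries have to share a sign. A margin of 0.5, centring on the chromosome median, 100-kb windows and leaving out each other chromosome kept the GOM length between 45.06 and 54.0 Mb. Centring chromosome 10 on each side of 25 Mb gave 39.74 Mb. With the margin of 10, 0.54 Mb changed from B to A and 2.88 Mb from A to B in the GOM. In the ULB these lengths were 0.98 and 3.5 Mb. The margin of 0.5, 100-kb windows and runs of at least 3 bins kept more B to A than A to B in both depots.

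The excess of switched share in the GOM over the ULB reversed to -1.0 percentage points (p = 0.0509, permutation test across chromosomes) with all 4 GOM libraries, for both comparisons, since 4 libraries meet the rule less often than 3. With the margin of 10 it reversed to -0.02 (p = 0.906, permutation test) for Bama pig GOM replicate 1, and the cause was not tested. For replicate 2 it stayed past the threshold under each alternative with 2 against 1 libraries, from 0.61 (p = 0.0231, permutation test) to 1.85.

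The expression difference of switched genes passed the threshold with PC1 centred on the chromosome median, at 0.187 in the GOM (p = 0.0348, permutation test) and 0.207 in the ULB (p = 0.0109, permutation test), and the cause was not tested. Over the other alternatives with a test, p lay between 0.126 and 0.359 in the GOM and between 0.283 and 0.443 in the ULB. With 1 median per run of bins, the ULB difference reversed to -0.01, and the cause was not tested. Across the fits that each left out one replicate it was from -0.015 (without Bama pig GOM replicate 1) to 0.29 in the GOM and from 0.084 to 0.127 in the ULB.

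For breed-specific TADs in the GOM, genes with a mean TPM of at least 1 gave a reversed difference of -0.009 (p = 0.543, permutation test), and the cause was not tested. No other alternative for these TADs changed the direction or passed the threshold. The share of matched boundaries within 0, 20 and 100 kb was 87.58%, 90.59% and 92.57% in the GOM and 89.58%, 91.94% and 93.64% in the ULB, against 91.52% and 92.7% within 40 kb, and it rises with the distance by construction.

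The probability that a gene in compartment A exceeds a gene in compartment B was 67.7% among genes with a TPM above 0.1. The median rho between RNA-seq libraries was 0.895 among genes with a TPM above 1 in every library. Both filters remove genes at the low end, and whether that alone lowered the values was not tested. The share of GOM genes of Table S6 with the sign of the score was from 57.7% (without Bama pig GOM replicate 2) to 97.4% (without Bama pig GOM replicate 1) across the fits that each left out one replicate. Camera called 4 of the 9 gene sets and fry 0, with 1 at an unadjusted p below 0.05, and the cause was not tested.

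Of the 153 values of 17 named genes under another normalization, pseudocount or block, 24 moved by more than the spread between replicates, and none crossed a threshold. TUSC3, NTRK3 and KYNU, 3 of the 17, enter these counts and no passage. Of the 102 values with a library left out, 17 moved. The direction changed on leaving out a library for 8 of 17 genes in the GOM and 3 of 17 in the ULB. In other results, 20 values moved with a library left out and 31 under another setting.

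With 1 Bama pig ULB library, which has no spread of its own, ULB differences of single genes were not tested. NKX6-1, with 4 and 5 estimated counts in wild boar GOM, and CXCL8, with 12 to 17 in the ULB, are close to the level where the depth limits what can be seen.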

Differences from the paper's values

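No alternative named in this part was chosen after seeing the data unless it says so. The search over sets of libraries and the fits without Bama pig GOM replicate 1 are compared with the paper's tables under other observations.

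In the ULB, 77.35 Mb (3.41% of the autosomes) switched here against the paper's 30.76 Mb (1.36%). The study used a further Bama pig ULB library that is missing here, and fewer libraries make the rule easier to meet. In the GOM, where no library was missing, the length was 54.52 Mb against the paper's 54.54 Mb. With a GOM library left out it lay between 89.9 and 119.27 Mb. A missing library therefore lengthens what the rule calls, in the ULB and in either depot. With runs of at least 3 bins, which ask more of a bin, the ULB length was 28.77 Mb (1.27%), which no longer differs. The other alternatives set before the data were examined did not close the gap (a margin of 0.5 on PC1, centring on the chromosome median, 100-kb windows, each chromosome and each replicate left out). In either depot, 127.41 Mb (5.62%) switched here against the paper's 82.90 Mb (3.66%). The gap closed with a margin of 0.5 (103.65 Mb, 4.57%), with 100-kb windows (111.46 Mb, 4.92%) and without chromosome 10 (90.57 Mb, 4.12%). With chromosome 10 centred on each side of 25 Mb, which was chosen after seeing the values, the length was 119.77 Mb, also within the range. For the length in Mb, where a shorter genome alone lowers the value, it also closed without most other single chromosomes, the lowest being 112.41 Mb without chromosome 1. It did not close with runs of at least 3 bins, centring or a replicate left out.

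In the GOM 44 genes changed from A to B here against the paper's 95. The gap closed without wild boar GOM replicate 2 (88), without Bama pig GOM replicate 1 (78) and without Bama pig GOM replicate 2 (119), and not under the other alternatives set before the data were examined. In the ULB, with 1 Bama pig library and so a rule that is easier to meet, 229 genes changed from B to A against the paper's 122. The gap closed with a margin of 0.5 (181), with centring on the chromosome median (166) and without chromosome 10 (173), and not under the others. Of the genes that changed from A to B in either depot, 0.88% were shared here against the paper's 5.06%. This closed with 100-kb windows (5.66%), without wild boar GOM replicate 2 (4.61%) and without Bama pig GOM replicate 2 (5.56%). For genes from B to A the share was 3.42% here against the paper's 5.57%, and it closed without chromosome 10 (4.87%) and on leaving out each GOM replicate (4.26% to 5.02%). The gene numbers here cover the 63.8% of genes that could be placed.

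Of the TAD boundaries, 625 in the GOM and 556 in the ULB had no match in the other breed here, against the paper's 189 and 121 breed-specific boundaries. The paper counted only boundaries whose directionality index also lacked correlation between the breeds. That condition was not applied here and can only lower a count, so the numbers are not of the same kind. None of the alternatives set before the data were examined (a match within 0, 20 or 100 kb) closed either gap. The lowest numbers were 548 and 484. The paper gives nearly equal conserved shares, 97.03% in the GOM and 97.11% in the ULB, beside these unequal counts of 189 and 121. The totals behind its counts are therefore unclear. Expressed genes with a symbol in breed-specific TADs numbered 146 in the GOM and 105 in the ULB here, against the paper's 43 and 33. None of the alternatives set before the data were examined closed these gaps. For its comparison of expression the paper gives 109 and 73 genes in such TADs, and the 146 and 105 genes compared here lie within the range of those.

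Spearman's rho between the Bama pig GOM replicates was 0.9203 here, against about 0.97 in the paper's Fig. 1d, read by eye. With genes of TPM above 1 in every library it was 0.873, so the alternative set before the data were examined did not close the gap.

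In the GOM edgeR called 4 differentially expressed genes here, against 96 in the paper's Table S7. DESeq2, with 167 calls, did not come within the range either, and none of the other alternatives set before the data were examined closed the gap. The 4 calls of edgeR are in that table. DESeq2 called 72 of its 96 genes, and 93 of the 96 had the direction of the table here.

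The GOM log2 fold change of CCL14 was 0.45 here against the paper's 1.4075. Without Bama pig GOM replicate 1 it was 1.39, which no longer differs. The other alternatives set before the data were examined did not close the gap.

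Some results differ in direction or ranking. The paper states that more of the genome switched in the GOM than in the ULB. With the 4 GOM and 3 ULB libraries used here the difference was -1.0 percentage points, and with equal numbers of libraries it was 0.56 or 1.85. With 1 Mb as the unit, the test of proportions that the paper names gave p = 0.363 with the first Bama pig GOM library and p = 0.00285 with the second, across 2265.77 Mb. The paper states that genes changing from B to A gained expression relative to those changing from A to B, and here the differences were 0.105 and 0.006 without a call. With centring on the chromosome median, which passed the threshold in both depots, they were 0.187 and 0.207. The paper states that genes in breed-specific TADs changed more in expression, and here the differences were 0.043 and 0.007 without a call under any alternative run. The paper's Fig. 1d groups the RNA-seq libraries by depot and then by breed, whereas Bama pig GOM replicate 1 grouped here with the Bama pig ULB library. The paper gives 371 genes with more interactions in wild boar and 416 with fewer, and its Table S6 as read here lists 416 with a higher and 370 with a lower score in wild boar. The paper states that expression follows the score for all listed genes, and here the sign was the same for 70.4% of GOM genes and 40.8% of ULB genes. Without Bama pig GOM replicate 1 it was the same for 97.4% of GOM genes. In the ULB the study also used a Bama pig library that is missing here. The paper states that NKX6-1, NR5A2 and SLC2A2 were higher in Bama pig GOM. The direction was the same here, with adjusted p of 0.616, 0.770 and 0.631 from edgeR's test, and no setting that was run called them.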

Other observations

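The tests of a mislabelled depot and of the fold changes of the study without Bama pig GOM replicate 1 were chosen only after the results were seen. The other tests were written down first.

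The fold changes that the study lists for the GOM were nearest to those computed here without Bama pig GOM replicate 1. For 392 genes of Table S6, the median absolute deviation from the listed log2 fold changes, after a constant shift, was 0.004 without that library (Spearman's rho 0.996, the same sign for 97.4%). It was 0.31 with all 4 libraries (rho 0.603), and 0.588, 0.449 and 0.351 without Bama pig GOM replicate 2, wild boar GOM replicate 1 and wild boar GOM replicate 2. For the 96 GOM genes of Table S7 it was 0.022 without Bama pig GOM replicate 1, 0.447 with all 4 libraries, and 1.435, 0.707 and 0.818 without the others. The values listed here as Bama pig GOM replicate 1 may therefore not have entered the fold changes of the study. This is a hypothesis found and tested on the same data, and it does not tell whether another library took that place. In the ULB, where the study also used a library not analysed here, rho with Table S6 was -0.016 over 346 genes, and the highest over 462 sets of libraries was 0.351. With Table S7 it was 0.859 over 185 genes, which the study chose for large changes, and the highest was 0.894. The median absolute deviation in the ULB was 0.795 for Table S6 and 1.517 for Table S7, with the same sign for 40.8% and 83.8% of genes, so neither table was matched there.

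Bama pig GOM replicate 1 was nearer in expression to the Bama pig ULB library (rho 0.9306) than to Bama pig GOM replicate 2 (0.9203). The tables argue against a mislabelled depot, since transcripts of the mesothelium, which covers the omentum, were present. WT1 had a TPM of 83.74 in this library and at most 0.25 in the ULB libraries, and UPK1B had 54.26 against at most 0.87. They also argue against a difference between the animals that Hi-C shows as well, since without chromosome 10 the r of PC1 was 0.9802 with Bama pig GOM replicate 2 and 0.962 with the Bama pig ULB library. A check of GC content and transcript length is void, because 77.5% of the 14163 genes have these values, fewer than the 80% asked for. In those genes rho was 0.9099 with Bama pig GOM replicate 2 and 0.9313 with the Bama pig ULB library, and 0.9241 and 0.9341 after the trends were removed, so the gap narrowed and the order stayed the same. The deviation of this library rose with transcript length (rho 0.348), and other libraries had trends as strong, -0.361 with length in wild boar GOM replicate 2 and 0.472 with GC content in wild boar GOM replicate 1. This bias stays open. A mixed sample, a difference in the cells of the tissue and a difference between the animals in expression alone stay open and were not tested.

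The genes in breed-specific TADs had median absolute log2 fold changes 0.043 and 0.007 above those of other genes in the GOM and the ULB. Low expression of these genes could raise such values. Among lists matched on mean expression the medians stood at percentiles 66.4 and 51.3, so there was no excess left to explain, and low expression cannot be told apart from chance.

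Of the 9 sets of marker genes compared in the GOM, 0 passed fry after adjustment, and 1, the liver set, had an unadjusted p below 0.05. Liver genes had a median log2 fold change of -4.42 (7 of 8 genes lower in both wild boar libraries on log2 CPM and on TPM, adjusted p = 0.206 from fry). Erythroid genes had 3.58 (5 of 6 higher in both wild boar libraries on log2 CPM and 4 on TPM, adjusted p = 0.275 from fry) and macrophage genes 1.22 (5 of 8 on log2 CPM and 3 on TPM, adjusted p = 0.275 from fry). Immediate early genes had 1.14, skeletal muscle genes 0.69, mesothelial genes 0.64, adipocyte genes 0.13, lymphocyte genes 0.09 and endothelial genes 0.05. The scales disagreed for 2 of these sets. On TPM, 6 of 8 adipocyte and 3 of 5 endothelial genes were lower in both wild boar libraries. On log2 CPM, 0 genes of either set were. Camera called the liver (adjusted p = 1.24e-09 from camera), erythroid (8.24e-06), macrophage (8.86e-05) and immediate early sets (0.0165). None of these 4 calls holds under fry. In the simulation fry also missed the changed set, so its lack of calls carries little weight against them. The sets of exocrine and endocrine pancreas had fewer than 3 expressed genes and were left out. The paper's Table S7, which the study drew from these animals, holds 7 of the 8 liver genes, 3 of the 6 erythroid, 3 of the 8 macrophage and 3 of the 8 immediate early genes. Wild boar libraries all express 8 of the 8 adipocyte, 5 of the 5 endothelial and 7 of the 8 macrophage genes with a TPM of at least 1.

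The study's Table S7 lists 185 genes for the ULB. With 1 Bama pig library and no test, 155 of them had the listed direction here and 132 a log2 fold change beyond 1 in size.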
